# MicroRNA Networks in Mouse Lung Organogenesis

**DOI:** 10.1371/journal.pone.0010854

**Published:** 2010-05-26

**Authors:** Jie Dong, Guoqian Jiang, Yan W. Asmann, Sandra Tomaszek, Jin Jen, Thomas Kislinger, Dennis A. Wigle

## Abstract

**Background:**

MicroRNAs (miRNAs) are known to be important regulators of both organ development and tumorigenesis. MiRNA networks and their regulation of messenger RNA (mRNA) translation and protein expression in specific biological processes are poorly understood.

**Methods:**

We explored the dynamic regulation of miRNAs in mouse lung organogenesis. Comprehensive miRNA and mRNA profiling was performed encompassing all recognized stages of lung development beginning at embryonic day 12 and continuing to adulthood. We analyzed the expression patterns of dynamically regulated miRNAs and mRNAs using a number of statistical and computational approaches, and in an integrated manner with protein levels from an existing mass-spectrometry derived protein database for lung development.

**Results:**

In total, 117 statistically significant miRNAs were dynamically regulated during mouse lung organogenesis and clustered into distinct temporal expression patterns. 11,220 mRNA probes were also shown to be dynamically regulated and clustered into distinct temporal expression patterns, with 3 major patterns accounting for 75% of all probes. 3,067 direct miRNA-mRNA correlation pairs were identified involving 37 miRNAs. Two defined correlation patterns were observed upon integration with protein data: 1) increased levels of specific miRNAs directly correlating with downregulation of predicted mRNA targets; and 2) increased levels of specific miRNAs directly correlating with downregulation of translated target proteins without detectable changes in mRNA levels. Of 1345 proteins analyzed, 55% appeared to be regulated in this manner with a direct correlation between miRNA and protein level, but without detectable change in mRNA levels.

**Conclusion:**

Systematic analysis of microRNA, mRNA, and protein levels over the time course of lung organogenesis demonstrates dynamic regulation and reveals 2 distinct patterns of miRNA-mRNA interaction. The translation of target proteins affected by miRNAs independent of changes in mRNA level appears to be a prominent mechanism of developmental regulation in lung organogenesis.

## Introduction

MiRNAs are a class of small RNAs (∼21–24 nt) that regulate the expression of target genes at the post-transcriptional level. They are first transcribed from miRNA genes in the genome as primary miRNA (pri-miRNAs) and then processed by an RNase III enzyme, Drosha, into premature miRNAs (pre-miRNAs) with hairpin structures. With the help of Exportin 5, pre-miRNAs are then transported into the cytoplasm, where they are cleaved by another RNase III enzyme, Dicer. The cleavage results in double-stranded duplexes. Usually, one strand of a duplex becomes the mature miRNA [1]. Mature miRNAs are then recruited into nucleoprotein complexes called RNA-induced silencing complexes (RISC). Based on the pairing of miRNAs and their target sites, the complexes can inhibit translation by either degradation of the messenger RNAs (mRNAs), or by blocking translation without degrading the targets [1], [2].

Individual miRNAs may target multiple mRNAs. Conversely, individual mRNAs may contain sequences complementary to multiple miRNA family members [3], [4]. It is estimated that miRNAs may be responsible for regulating the expression of nearly one-third of the human genome [5]. MiRNAs are known to play multiple roles in carcinogenesis, immune responses and organ development [6], [7], and have been implicated in many critical cellular processes, including apoptosis, proliferation, and differentiation [8]. Despite the identification of more than 800 mature human miRNAs and 700 mouse miRNAs, much remains to be discovered about their functional targets and biologic role.

The development of the mouse lung is initiated at embryonic day 9.5(E9.5), followed by the morphologically characterized pseudoglandular (E11.5–16.5), canalicular (E16.5–17.5), saccular (E17.5–P5) and alveolar stages (P5–30). The primitive airways begin as a ventral outpouching of foregut epithelium, with almost immediate branching to form the two main stem bronchi. Interactions between the surrounding mesenchyme and the developing airway epithelium function to promote further branching morphogenesis through the pseudoglandular and canalicular stages up to E17.5. Alveolarization begins in the saccules of the lung in parallel with development of the alveolar capillary bed, and proceeds up to completion at approximately 1 month of age [9], [10]. As in the organogenesis of many structures, formation of the lung is dependent on a myriad of interactions among signaling molecules and their receptors that mediate cell proliferation, differentiation, and other diversified functions under the control of complex regulatory networks [9].

Genetically engineered mouse mutant models using gene knockout [11], conditional alleles [12], [13], or transgenic misexpression [14] have all been used to gain insight into the specific genetic pathways controlling lung morphogenesis. Conditional ablation of Dicer in the mouse lung produces an abnormal phenotype with a dramatic reduction in branching morphogenesis [15]. Mice with deletion of the miR17-92 cluster die shortly after birth with lung hypoplasia and cardiac anomalies [16]. It is unknown if other individual or microRNA clusters exist with significant roles in lung organogenesis.

A number of miRNA profiling studies evaluating mouse and rat lung development have recently emerged and demonstrated the dynamic regulation of miRNAs during lung organogenesis. Williams et al performed miRNA profiling at 3 time points (P1, P14 and P60) of the developing mouse lung using a panel of 156 individual miRNAs [17]. They demonstrated that the overall expression profile was similar for mouse and human tissue, suggesting evolutionary conservation of miRNA expression during lung development. Lu et al performed miRNA cloning and sequencing at 2 time points (E11.5 and E17.5) and identified differences in the relative abundance of miRNAs across the 2 time points [18]. Further transgenic experiments suggest that miRNAs encoded by the miR-17-92 cluster positively promote proliferation of epithelial progenitor cells and inhibit their differentiation [19]. Bhaskaran et al performed miRNA profiling at 7 time points in rat lung development using an in-house platform and identified 21 miRNAs in 4 clusters that showed significant changes in expression [20]. No studies yet reported have explored interactions in the regulatory control of mRNA modules by individual or groups of miRNAs.

The purpose of this study was to identify and systematically explore dynamically regulated miRNAs and potential miRNA-mRNA interaction networks specific to mouse lung development. We performed comprehensive miRNA and mRNA profiling over a 7-point time course, encompassing all recognized stages of lung development beginning at embryonic day 12 and continuing to adulthood. We also systematically predicted potential direct mRNA targets of miRNAs through both miRNA-mRNA and miRNA-protein correlations. The results demonstrate evidence for two distinct patterns of miRNA-mRNA interaction, and reveal that translation of target proteins affected by miRNAs, independent of changes in mRNA level, appears to be a prominent mechanism of developmental regulation in lung organogenesis.

## Methods

### Preparation of timed-pregnant mice and isolation of total RNA

Approval of the study protocol was obtained from The Mayo Clinic Institutional Animal Care and Use Committee. All mice were maintained in a specific-pathogen-free animal facility at Mayo Clinic and all animal experiments were carried out according to the provisions of the Animal Welfare Act, PHS Animal Welfare Policy, and the principles of the NIH Guide for the Care and Use of Laboratory Animals. ICR female mice were bred for timed pregnancies. The day of plug observation was considered day 0 of gestation. Lungs were isolated by manual dissection with the aid of a dissecting microscope where necessary. Lungs were washed with PBS. Total RNA was isolated from pooled whole lungs using Trizol (Invitrogen) for mRNA expression microarray and mir VanaTM miRNA Isolation Kit (Ambion) for ABI microRNA real-time PCR array according to the manufacturer's instructions. RNA quality and integrity was confirmed by denaturing gel electrophoresis.

### mRNA and miRNA arrays

The mRNA expression profiling was performed using the Affymetrix GeneChip Mouse Genome 430 2.0 Array containing probes to query more than 39,000 transcripts. The reverse transcription, labeling and hybridization of mRNA were performed in the Mayo Microarray Shared Resource. The data has been submitted to the Gene Expression Omnibus (GEO) database with accession number GSE20954.

MiRNA expression profiling was performed using the Taqman Rodent MicroRNA Array Card A and Card B (Applied Biosystems) containing all 521 mature mouse miRNAs in miRBase 10.1 http://microrna.sanger.ac.uk. In brief, miRNA was reverse transcribed to cDNA using the Megaplex TM RT Rodent Primers Pool and the TaqMan MicroRNA Reverse Transcription Kit. Quantitative 384 well TaqMan Low Density Array real-time PCR was run on the ABI PRISM 7900 System using the TaqMan Universal PCR Master Mix. Raw miRNA array data was analyzed by using RQ manager software on the ABI system. All undetectable data and the data with C_T_ values greater than 35 were treated as 35 [21]. Normalized C_T_ (ΔC_T_) was calculated by comparing each miRNA value to that of small nuclear U6 RNA. The U6 RNA is a common internal control for each microRNA array card. The copy number of miRNAs in each cell (assuming each cell contains 30 pg of total RNA) was calculated from a formula 10^(40-C^_T_^)/3.34^/22 that was estimated using synthetic lin-4 miRNA [22]. The data has been submitted to the GEO database with accession number GSE21052.

### Data processing and analysis

Both mRNA and miRNA array data analysis was performed with the Partek Genomics Suite 6.4 software. For mRNA expression data, Affymetrix CEL files were imported. The data were normalized with the Robust Multichip Average Algorithm [23] and converted to log_2_ values. For miRNA expression data, the ΔC_T_ value was directly imported as a log_2_ value. The greater the ΔC_T_ value, the lower the miRNA expression value (i.e. copy number). Log data were used for hierarchical clustering and statistical analysis.

The normalized data were subsequently analyzed by principal component analysis (PCA) to determine if any intrinsic clustering or outliers existed within the data set. A combination of descriptive statistics such as Min/Max (i.e. minimum/maximum; we use minimum for miRNA as the greater the copy number the smaller the expression value), Range (the difference between maximal and minimal values across 7 time points) and the False Discovery Rate (FDR) adjusted p-values derived from statistical analysis were used to identify significantly altered miRNAs and mRNA probes.

We analyzed the time course data using 2 different statistical approaches, ANOVA and a time-course specific statistical method implemented in an open source software program, the Extraction of Differential Gene Expression (EDGE, available at http://www.genomine.org/edge/) [24]. The cut-off values of the descriptive statistics were empirically set up at a strict level to minimize off-target correlations derived from ANOVA. A comparative analysis using the EDGE approach was performed to exclude observations made on the basis of a single statistical approach.

Hierarchical cluster analyses were performed using dChip software (www.dchip.org) on filtered datasets to identify temporal expression patterns of miRNA and mRNA levels in mouse lung development.

Pearson correlation analysis was performed between two sets of time-course expression values for significant miRNAs and mRNA probes to identify negatively correlated miRNA-mRNA pairs within certain cut off values. The computational mRNA targets of each significant miRNA retrieved from the miRBase (version 5) and TargetScanMouse (5.1) databases were used for validation, with the assumption that overlaps between negatively correlated mRNA targets and computationally detected mRNA targets may imply direct mRNA targets for each miRNA. g:Profiler was used to convert Transcript IDs from miRBase into Affymetrix mouse430 Probe Set IDs [25].

A protein profiling dataset generated by shotgun mass spectrometry from a previous study [26] was used to explore microRNA-protein correlations. The protein profiling data is a time course study of protein expression levels with 6 time points, encompassing the protein data from early embryonic stage E13.5 through adulthood during ICR mouse lung development using gel-free two-dimensional liquid chromatography coupled to shotgun tandem mass spectrometry (MudPIT). We integrated the expression values of each protein detected from three organelle fractions (i.e. nuclear, mitochondrion, cytosol fractions) into a unified value and then converted these into log_2_ values. Pearson correlation analysis was performed between the time-course expression values of significant miRNAs and the protein data across 6 time points with a mapping of the two time courses (E14 to E13.5, E16 to E16, E18 to E18, P2 to P2, P10 to P14 and Adult to Adult). g:Profiler was used to convert the protein UNIProtKB IDs into the Affymetrix mouse 430 Probe Set IDs. A similar approach was used to identify the direct miRNA targets through comparison with the miRBase file.

### Gene ontology biological process and pathway analysis

Gene ontology (GO) biological process annotations and pathway annotations (GenMapp, KEGG) were performed against Affymetrix annotation files using Partek software. We performed GO analysis and pathway analysis to gain insight into biological processes and pathways in lung development among different expression patterns of mRNAs, among direct mRNA targets of different expression patterns of miRNAs, and among direct mRNA targets of each miRNA.

### Genome localization of miRNAs

The UCSC Genome Brower (genome.ucsc.edu) was used to visualize and analyze the chromosome localization for total mouse miRNAs and significant miRNAs involved in lung development.

## Results

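RNA of mouse lungs at E12, E14, E16, E18, P2, P10 and postnatal day 30 (Adult) had been measured on 14 oligonucleotide arrays, 2 for each of the 7 time points. The RNA came from pooled lungs. The paper does not state how many lungs a pool held or whether the replicates of a time point were separate pools. It is therefore not known whether the spread between replicates, on which each SD, SE and p rests, includes differences between animals. The methods name Partek Genomics Suite 6.4 with Robust Multichip Average, whereas the processing notes deposited with the arrays name GCRMA, so it is not known which of them gave the values. Log2 values ran from 2.53 to 14.99, and the array medians lay between 6.55 and 6.63. After 64 Affymetrix controls were left out, 45037 probe sets remained, of which 34945 carried 1 gene symbol, 932 several and 9160 none. The probe set with the highest mean over the 14 arrays stood for its gene, and a gene counted as measured when the highest of its 7 time-point means (Max) was above 7. This gave 11663 measured genes among 18193. Between the replicates of a time point the median SD was 0.107 over the probe sets with Max above 7.

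Differences between time points were estimated with limma over all 14 arrays and are given in log2 units with their standard error (SE) and an adjusted p over all probe sets. For gene lists, the members higher or lower at an adjusted p under 0.05 were counted, and camera compared the list with the other genes. Camera was also run with a correlation between genes estimated from the arrays, which took the test over 0.05 for each list tested between Adult and E12. The tests between time points, their thresholds and the gene lists were fixed before the data were examined, but the lists taken from Table S3 rest on the paper's own use of these values. Tests and settings chosen later are named as such where they are used.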

In total, the expression values of 45,101 probes for mRNA profiling in 7 time points (2 samples in each time point) were obtained after normalization. The normalized expression values of 521 miRNAs in the same 7 time points (2 samples in each time point) were also obtained. The 3-D graphical visualization of the principal component (PCA) analysis for both mRNA and miRNA expression values from replicate samples in each time point have similar patterns (Figure 1).

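Among neighbouring time points the lung changed most between E16 and E18. Crh, which encodes corticotropin-releasing hormone, fell from 10.03 ± 0.09 to 3.58 ± 0.14 (mean ± SD of log2 values, n = 2 arrays per time point; SE 0.24, adjusted p = 6.1e-10). Its E18 level lies near the lower end of the arrays, so the size of the fall is uncertain. Pon1, which encodes the antioxidant enzyme paraoxonase 1, rose from 5.20 ± 0.02 to 11.48 ± 0.15 (SE 0.25, adjusted p = 8.59e-10). Between P10 and Adult, Bpifa1, an antimicrobial protein of the airway surface, rose by 7.37 (SE 0.19, adjusted p = 1.84e-10).

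Over the 45037 probe sets, the mean distance between arrays of E16 and E18 was 135.1, against 46.9 between the E16 replicates and 42.2 between the E18 replicates. From E12 to E14 it was 55, and from P10 to Adult 107.6. For 14 of 14 arrays the nearest other array was the replicate of the same time point, with correlations between replicates from 0.9953 to 0.9977. The first principal component took up 74.5% of the variance and ran from -121.6 at E12 to 116 in Adult, and the next ones took up 9% and 5.8%. Heart muscle genes set the E16 replicates apart: Myl2, a myosin light chain of the ventricle, was at 12.63 in replicate 1 and 8.84 in replicate 2, and Nppa, the atrial natriuretic peptide, at 10.46 and 5.55.

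**Figure D1:**
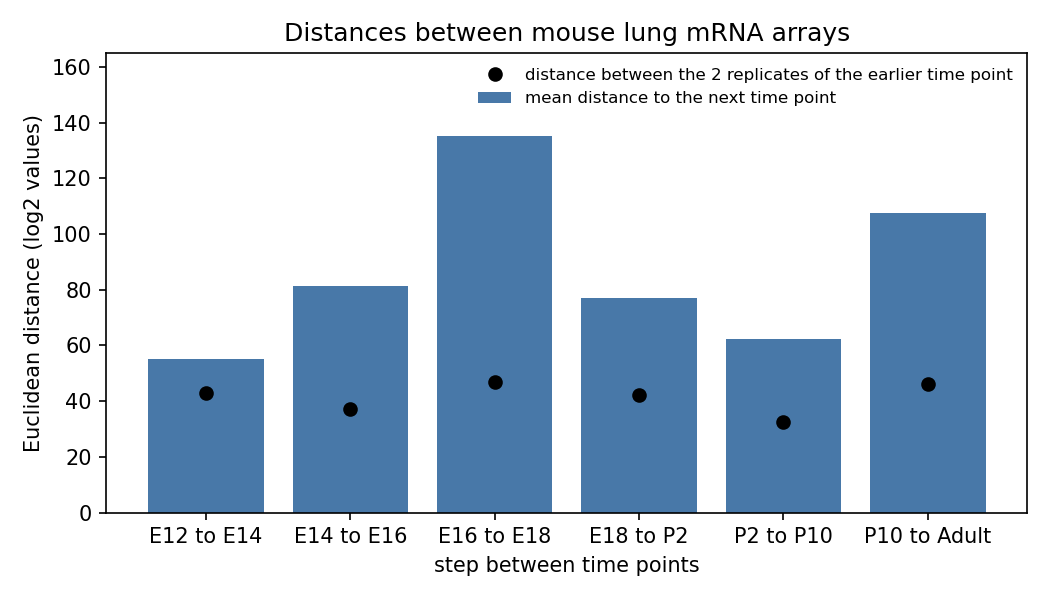
Euclidean distance between log2 array values for each step between neighbouring time points. Bars are the mean distance between the arrays of both time points, and points are the distance between the 2 replicates of the earlier one. The tallest bar is the step from E16 to E18.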

**Figure 1:**
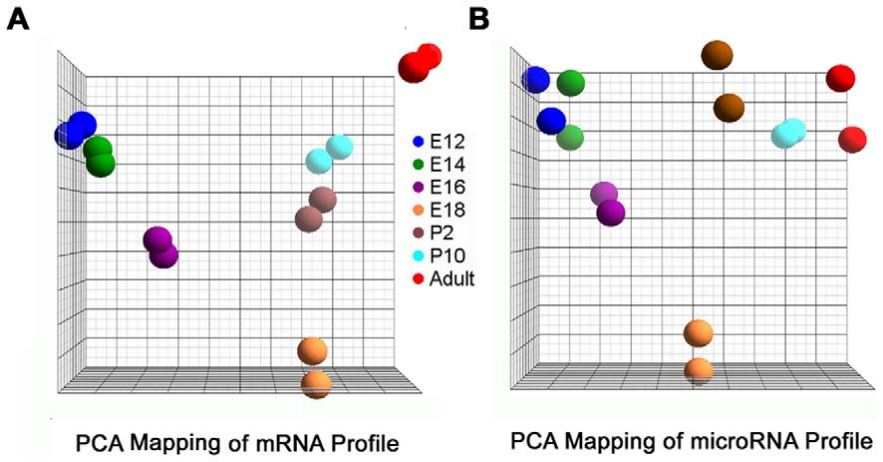
Scatter plots of miRNA and mRNA data by Principle Component Analysis (PCA). (A) Expression array data for mRNA. (B) Expression array data for miRNA. Samples are colored by different mouse lung development time points. The same color represents the replicate samples.

Three criteria were used for identifying mRNA probes and miRNAs which changed significantly in expression level during different time points of lung development. For mRNA expression data, the cut-off value for the descriptive statistic Max was set as >7, and the cut-off value of Range as >1.2 (i.e. fold change>2.3). The p value for ANOVA analysis was set as p<0.05 and further adjusted by FDR (Step Up, FDR<0.05) to p<0.03. 

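The thresholds on level and spread set aside genes with known roles in the lung. Ccdc113, a protein of motile cilia, rose by 2.79 (SE 0.099, adjusted p = 2.96e-11) from E12 to Adult, but its highest time-point mean stayed at 6.40 ± 0.12 (log2 mean ± SD, n = 2 at E18), below the Max threshold. Col3a1, a fibrillar collagen chain, stayed between 13.33 in Adult and 14.10 at P10, so its spread between time points (Range) was under 1.2. Nppa passed both thresholds through its E16 mean of 8.01 ± 3.47 (n = 2) and failed the test across time points, with an adjusted p = 0.0625.

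Of the 45037 probe sets, 30390 had an adjusted p under 0.05 in the moderated F test, 23474 had Max above 7 and 11026 had Range above 1.2, which is a 2.3-fold difference. Max and Range together kept 9474 probe sets, and 10 of these, Nppa among them, failed the adjusted p. With the methods' test the highest unadjusted p that still passed the Benjamini-Hochberg adjustment at 0.05 was 0.0304.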

From these filters, 11,220 probes were identified as dynamically regulated across the time course. 

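From E12 to Adult the embryonic globin gene Hbb-y fell by 10.31 (SE 0.36, adjusted p = 2.45e-11) (n = 2 arrays per time point). Hmga2, a chromatin protein of embryonic cells, fell by 5.49 (SE 0.11, adjusted p = 4.86e-13), and the growth factor gene Ptn fell by 6.27 (SE 0.16, adjusted p = 2.18e-12). Cyp2f2, a cytochrome P450 of club cells, rose by 9.20 (SE 0.31, adjusted p = 1.89e-11). Chil3, a chitinase-like protein of macrophages, rose by 9.18 (SE 0.24, adjusted p = 2.15e-12), and Fmo2, a flavin monooxygenase, rose by 8.41 (SE 0.19, adjusted p = 1.05e-12). Scgb3a2, a secretoglobin of the airway epithelium, already rose by 2.82 (SE 0.17, adjusted p = 2.45e-05) from E12 to E14. Hbb-y in Adult (3.96) and Chil3 at E12 (3.62) were near the lower end of the arrays, so the sizes of these changes are uncertain.

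By the moderated F test with both thresholds, 9464 probe sets (21%) of 5533 genes changed across the 7 time points. Between Adult and E12, 3511 probe sets were higher and 3956 lower, at an adjusted p under 0.05, a difference above 1.2 and a higher mean above 7. From each time point to the next, the probe sets higher and lower were 54 and 16 for E14, 318 and 104 for E16, 1271 and 1115 for E18, 162 and 257 for P2, 83 and 78 for P10, and 639 and 591 for Adult. The total of 70 for E14 against E12 was 40 without E14 replicate 2 and 120 without E14 replicate 1.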

Using the EDGE statistical approach, 11,118 probes were identified as dynamically regulated across the time course. 

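Genes that changed steadily from stage to stage fitted a smooth curve over the time points. Hmga2 went from 11.79 ± 0.12 at E12 through 9.06 ± 0.10 at E16 and 7.57 ± 0.08 at P2 to 6.29 ± 0.08 in Adult (log2 mean ± SD, n = 2), with an adjusted p = 4.17e-11 for the curve. Angpt1, a ligand that stabilizes blood vessels, went from 8.13 ± 0.04 at E12 through 9.11 ± 0.08 at E18 to 10.45 ± 0.13 in Adult (adjusted p = 1.25e-08).

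The paper's tool for this step was replaced by a natural spline with 3 degrees of freedom over the order of the time points, tested in limma with the same Max and Range. It found 9140 probe sets.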

The overlap between the 2 approaches was 11,046 probes in total, or 98.45% of all probes identified by ANOVA.

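Genes with a short peak or dip were among those the smooth curve missed. Fasn, which makes fatty acids for surfactant lipids, rose by 1.88 (SE 0.13, adjusted p = 8.91e-08) from E16 to E18 and fell by 1.18 (SE 0.13, adjusted p = 4.39e-05) from E18 to P2 (n = 2 arrays per time point), while its adjusted p for the curve was 0.379. Bnip3, a hypoxia-induced mitochondrial protein, went from 10.31 ± 0.14 at E16 to 11.86 ± 0.13 at E18 and 9.99 ± 0.07 at P2, with an adjusted p = 0.339 for the curve. Acta2, the actin of smooth muscle, had an adjusted p = 0.775 for the curve, and Tekt1, a tektin of motile cilia, had 0.465.

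Every one of the 9140 probe sets of the spline was among the 9464 of the F test, or 96.58% of them. Of the other 324, 158 had their highest mean at E18, 87 at P10, 27 in Adult and 24 at E14. Among 490 dynamic named genes, 21 were missed by the curve. A spline with 4 degrees of freedom found 9431 of the 9464 (99.65%). The number of probe sets missed and their peaks therefore depend on this setting.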

For miRNA expression data, a cut-off value for Min was set as ΔC_T_ <10 and a cut-off value for Range was >2.2 (i.e. fold change>4.6). The p value for ANOVA was set as p<0.05 and further adjusted by FDR (FDR<0.05) to p<0.017. In total, 117 dynamically regulated miRNAs were identified through these filters. Using the EDGE approach, 121 dynamically regulated miRNAs were identified, with 116 (99.15%) overlapping with those identified by ANOVA. Of these 116 miRNAs, miR-466d-3p (1520 fold), miR-449a (975 fold), miR-29a (479 fold), miR-146b (278 fold) and miR-409-3p (255 fold) were the top five miRNAs which had the highest fold changes across the dataset. miR-126-3p, miR-24, miR-16, miR-19b, and miR-17 were the top five miRNAs with the highest absolute expression values. Of these, MiR-126-3p has the highest expression value with ΔC_T_ value 0.14 (i.e. copy number 159299).

### mRNA expression

For characterizing the expression patterns of lung development, hierarchical clustering analysis was performed to generate a dendrogram of both mRNA and miRNA data sets that met the above criteria.

Through analysis of the dendrogram for 11,220 mRNA probes, we identified 6 temporal expression patterns (i.e. Cluster 1–6 in Figure 2A) across 7 time points accounting for 94% of all significant probes. 

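Besides the genes that fell or rose throughout, smaller groups turned at E16, E18 or P10. Tgfb3, a ligand of the TGF-beta pathway, rose by 1.29 (SE 0.091, adjusted p = 3.94e-06) from P2 to P10 and fell by 1.05 (SE 0.091, adjusted p = 1.79e-06) from P10 to Adult (n = 2 arrays per time point). Wnt5a, a ligand of the noncanonical Wnt pathway, rose by 1.01 (SE 0.13, adjusted p = 0.000507) and then fell by 2.40 (SE 0.13, adjusted p = 3.97e-08) over the same steps. Igfbp2, a binding protein for insulin-like growth factors, fell by 2.95 (SE 0.2, adjusted p = 7.3e-08) from E16 to E18 and rose by 1.51 (SE 0.2, adjusted p = 0.000197) by P2. Lrrn4, a marker of mesothelium, fell by 0.85 (SE 0.18, adjusted p = 0.00587) from E14 to E16 and rose by 0.86 (SE 0.18, adjusted p = 0.00168) from E16 to E18.

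Hierarchical clustering of the 9464 probe sets (average linkage, 1 minus Pearson r, 6 clusters) gave one cluster of 4616 with its highest mean at E12 and its lowest in Adult, and one of 4517 with the reverse. Together they held 96.5% of the probe sets with average linkage, 88.9% with complete linkage and 71.2% with Ward linkage. The third, with Tgfb3, Wnt5a and the collagen gene Col1a1, held 205 (2.2%) and was highest at P10. The fourth, with Igfbp2 and Acta2, held 83 (0.9%) and was lowest at E18, and the last ones held 34 (0.4%) and 9 (0.1%). Group sizes beyond the largest pair depended on single arrays: the third cluster held 34 probe sets without P2 replicate 2 and 348 without E12 replicate 2.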

Clusters 3 and 6 cover the majority of probes, accounting for approximately 76% of the total. 

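Most of the changing genes were at an extreme at one end of the time course. Capn6, a calpain family member that stabilizes microtubules, fell by 5.61 (SE 0.13, adjusted p = 9.81e-13) from E12 to Adult (n = 2 arrays per time point), and Nrk, a Nik-related kinase, fell by 6.39 (SE 0.19, adjusted p = 5.3e-12). Sec14l3, a lipid-binding protein of airway cells, rose by 7.17 (SE 0.13, adjusted p = 3.72e-13), and Hp, which encodes haptoglobin, rose by 7.64 (SE 0.14, adjusted p = 3.72e-13).

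Falling and rising probe sets, defined by a Pearson r of -0.8 or lower and of 0.8 or higher with the order of the time points, came to 7058 of the 9464 (74.6%). The mean was highest at E12 for 3162 (33.4%) and in Adult for 2792 (29.5%). It was lowest at E12 for 3115 (32.9%) and in Adult for 3592 (38%).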

Cluster 3 shows that expression values of 4686 (42%) mRNA probes are high at the early embryonic stage (E12), decrease gradually through E16, and then decrease dramatically at the late embryonic stage (E18) and through postnatal and adult stages. 

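Among the falling genes, Esco2, Dscc1 and Cdc6, with roles in copying chromosomes or holding them together, dropped sharply between E16 and E18. They were picked from the largest falls of this step, and no gene list covered cohesion, so cohesion genes were not tested as a group. The DNA replication list was 0 higher and 42 lower of 42 from E16 to E18, with a median of -2.08. Its camera adjusted p was 1.04e-18, and 0.139 with an estimated correlation. Esco2, an acetyltransferase for sister chromatid cohesion, was at 8.43 ± 0.02 at E12 and 8.66 ± 0.08 at E16 (log2 mean ± SD, n = 2), and fell by 3.92 (SE 0.21, adjusted p = 1.14e-08) by E18. Dscc1, a part of the clamp loader for cohesion, fell by 3.76 (SE 0.16, adjusted p = 1.13e-09) over this step, and Cdc6, which licenses replication origins, fell by 3.67 (SE 0.17, adjusted p = 3.19e-09). Igf2, an imprinted growth factor, fell by 5.33 (SE 0.11, adjusted p = 4.39e-13) from E12 to Adult.

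The falling pattern held 3908 probe sets (41.3%) of 2236 genes. Its typical log2 level was 9.36 at E12, 9.23 at E14, 8.88 at E16 and 7.88 at E18. It was 7.93 at P2, 7.83 at P10 and 7.41 in Adult. From E16 to E18 the median step was -0.85, against -0.1 from E12 to E14, -0.3 from E14 to E16 and -0.35 from P10 to Adult.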

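Most listed genes of the gas-exchanging epithelium were higher in Adult than at E12, and their medians were already close to the Adult level at E18. Sftpa1, which encodes surfactant protein A, rose by 7.14 (SE 0.17, adjusted p = 1.38e-12) from E12 to Adult (n = 2 arrays per time point). Sftpd, surfactant protein D, rose by 5.41 (SE 0.18, adjusted p = 3.7e-10) from E16 to E18. Clic5, an intracellular channel protein of alveolar type I cells, rose by 6.91 (SE 0.21, adjusted p = 6.63e-12) from E12 to Adult, and Ager, a receptor on the same cells, rose by 5.65 (SE 0.13, adjusted p = 9.6e-13). Among the listed markers of alveolar type II cells Etv5, a transcription factor, fell by 0.60 (SE 0.1, adjusted p = 0.000139).

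Type II cell markers in Adult against E12 were 14 higher and 1 lower of 15 (14 and 1 adjusted over the list alone), median 4.67, camera adjusted p = 4.9e-06, and adjusted p = 0.161 with an estimated correlation. Type I cell markers were 10 higher and 0 lower of 11 (10 and 0 adjusted over the list alone), median 4.53, camera adjusted p = 2.64e-05, and adjusted p = 0.122 with an estimated correlation. Above E12, the type II median was 4.87 at E18, 4.27 at P2 and 4.23 at P10, and the type I median 4.50, 4.01 and 3.64. The rising pattern held 3150 probe sets (33.3%) of 2001 genes. Its typical log2 level was 6.95 at E12, 7.21 at E14, 7.6 at E16 and 8.53 at E18. It was 8.67 at P2, 8.76 at P10 and 9.3 in Adult. Of the type II markers 12 of 15 were rising (Fisher's exact test, adjusted p = 5.73e-07), and of the type I markers 10 of 11 (adjusted p = 6.31e-07).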

Cluster 6 shows that expression values of 3793 (34%) mRNA probes are low at the early embryonic stage (E12) and increase gradually through all stages and reach a peak at the adult stage. Cluster 1 demonstrates those expression values of 674 (6%) probes peaking at the late embryonic stage (E18) and decreasing dramatically after birth through adult stages. 

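Genes with different roles were highest just before birth. The imprinted noncoding RNA Meg3 rose by 1.43 (SE 0.11, adjusted p = 2.45e-07) from E16 to E18 and fell by 1.96 (SE 0.11, adjusted p = 1.32e-07) from E18 to P2 (n = 2 arrays per time point). Ndrg1, a hypoxia-induced gene, rose by 2.15 (SE 0.14, adjusted p = 5.2e-08) and then fell by 2.60 (SE 0.14, adjusted p = 9.36e-08). Rsph1, a radial spoke protein of motile cilia, rose by 0.98 (SE 0.13, adjusted p = 2.86e-05) and then fell by 0.84 (SE 0.13, adjusted p = 0.000551). Gnmt, a glycine methyltransferase, rose by 4.04 (SE 0.15, adjusted p = 6.56e-10) and then fell by 3.21 (SE 0.15, adjusted p = 3.7e-08). Rian, a neighbour of Meg3 in the same imprinted cluster, also fell by 2.73 (SE 0.18, adjusted p = 6.26e-07) from E18 to P2.

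With E18 as the highest time point and the falling and rising patterns set aside, 938 probe sets (9.9%) of 593 genes peaked at E18. Their typical log2 level was 7.2 at E12, 7.89 at E16, 8.98 at E18, 8.17 at P2, 7.9 at P10 and 8.05 in Adult. The median steps into and out of E18 were 1.07 and -0.72.

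**Figure D2:**
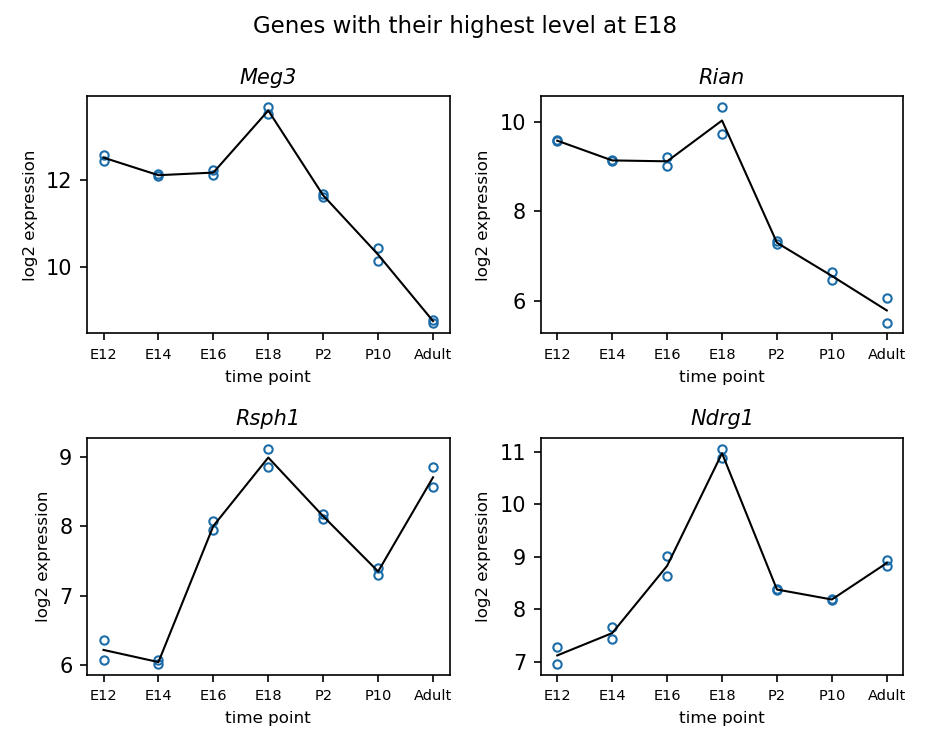
Log2 array values of Meg3, Rian, Rsph1 and Ndrg1 at the 7 time points. Circles are single arrays (2 per time point) and lines join the means, which are highest at E18 for each gene.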

The remaining 3 clusters, accounting for 12% of total probes, show patterns distinct from the above 3 patterns.

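Several genes of the extracellular matrix, given here as examples, followed other courses. Of the 22 measured genes of the elastic fibre and matrix list, 9 were rising (Fisher's exact test, adjusted p = 0.0134). Another 1 was falling and 2 peaked at E18. Whether the list was enriched among the other courses was not tested. Eln, which encodes elastin, rose by 2.19 (SE 0.18, adjusted p = 6.06e-07) from E16 to E18, reached 13.66 ± 0.01 at P10 (log2 mean ± SD, n = 2) and fell by 3.00 (SE 0.18, adjusted p = 9.01e-08) by Adult. Tnc, the matrix glycoprotein tenascin C, fell by 4.08 (SE 0.27, adjusted p = 1.87e-07) from P10 to Adult. Vcan, the proteoglycan versican, fell by 3.15 (SE 0.2, adjusted p = 4.11e-08) from E16 to E18 and rose by 2.82 (SE 0.2, adjusted p = 1.01e-06) from E18 to P2. Gpx3, an extracellular glutathione peroxidase, fell by 2.11 (SE 0.11, adjusted p = 6.84e-08) from E18 to P2 and rose by 2.42 (SE 0.11, adjusted p = 6.98e-09) from P10 to Adult.

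Of the 9464 probe sets, 1468 (15.5%) of 950 genes were neither falling nor rising nor highest at E18. Of these 369 were highest at P10, 345 in Adult and 329 at E12. The mean was lowest at E18 for 342 of them and in Adult for 400.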

**Figure 2:**
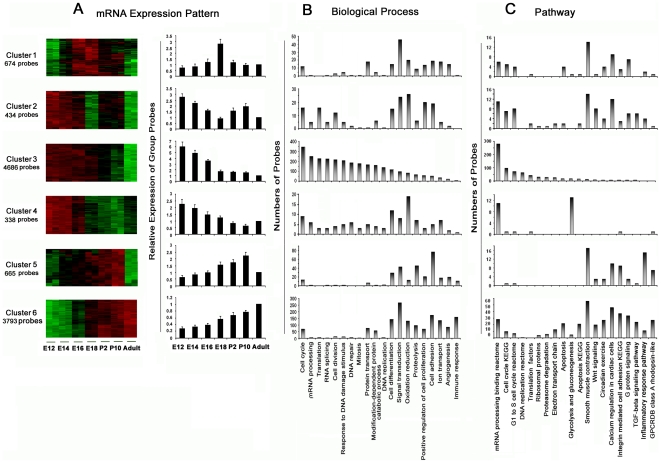
Temporal expression patterns of mRNA using hierarchical cluster analysis and biological functional patterns by GO biological process and pathway analysis. (A) 6 temporal expression patterns represented by color heat maps and bar graphs (x axis indicating the 7 time points, y axis indicating the relative expression value of group probes). The relative expression values in each time point are the ratios normalized against those in the adult group. (B) Biological process patterns of 6 expression clusters represented by bar graphs (x axis indicating top 20 GO terms on biological process, y axis indicating the number of probes) (C) Pathway patterns of 6 expression clusters represented by bar graphs (x axis indicating top 20 GenMAPP pathway annotations, y axis indicating the number of probes).

Functional analysis using Gene Ontology annotation was performed. In all clusters, the genes are enriched in categories of “transcription”, “regulation of transcription”, “transport”, “multicellular organismal development”, “protein amino acid phosphorylation” and “metabolic process”. Excluding these common functions, the top 20 GO terms ranked by the number of probes display distinct enrichment profiles across different clusters (Figure 2B). For Cluster 3 in which genes are active in the early embryonic stage of lung development, enrichment occurs for genes involved in “cell cycle”, “mRNA processing”, “translation”, “RNA splicing”, “cell division”, “response to DNA damage stimulus”, “DNA repair”, “mitosis” and “DNA replication”. This is in contrast to Cluster 6 where genes are predominantly active in adult stages, with enrichment in genes involved in “signal transduction”, “cell differentiation”, “immune response”, “cell adhesion”, “oxidation reduction”, and “angiogenesis”.

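Genes for dividing cells were high in the early embryo and lower in Adult. The fall was not steady: from E18 to P2 the cell cycle list rose by a median of 0.35, with 20 higher and 2 lower of 43. DNA replication rose by a median of 0.52 over this step, with 24 higher and 0 lower of 42. With an estimated correlation neither list passed there (camera adjusted p = 0.41 and 0.352). Top2a, the topoisomerase that untangles replicated DNA, fell by 5.06 (SE 0.12, adjusted p = 1.4e-12) from E12 to Adult (n = 2 arrays per time point). Cdk1, the kinase that drives mitosis, fell by 5.00 (SE 0.16, adjusted p = 1.41e-11), and Mcm5, a subunit of the replicative helicase, fell by 3.98 (SE 0.14, adjusted p = 2.18e-11). Brca1, a DNA repair protein, fell by 4.46 (SE 0.12, adjusted p = 3.37e-12), while Rad50, of the same repair list, did not pass (difference 0.08, adjusted p = 0.542). Snrpf, a core protein of the spliceosome, fell by 2.35 (SE 0.093, adjusted p = 7.45e-11). Eef2, a translation elongation factor, did not pass (difference -0.11, adjusted p = 0.278).

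In Adult against E12 the cell cycle list was 1 higher and 41 lower of 43 (1 and 41 adjusted over the list alone), median -4.08, camera adjusted p = 3.58e-12, and adjusted p = 0.158 with an estimated correlation. DNA replication was 0 higher and 42 lower of 42 (0 and 42 adjusted over the list alone), median -2.85, camera adjusted p = 1.88e-12, and adjusted p = 0.161 with an estimated correlation. DNA repair was 0 higher and 24 lower of 25 (0 and 24 adjusted over the list alone), median -2.29, camera adjusted p = 2.03e-07, and adjusted p = 0.0626 with an estimated correlation. Messenger RNA processing and splicing was 0 higher and 44 lower of 44 (0 and 44 adjusted over the list alone), median -1.37, camera adjusted p = 5.02e-10, and adjusted p = 0.122 with an estimated correlation. Translation was 0 higher and 23 lower of 24 (0 and 23 adjusted over the list alone), median -0.71, camera adjusted p = 1.24e-05, and adjusted p = 0.0626 with an estimated correlation. Against 15.2% of all measured genes, the falling pattern held 36 of 43 cell cycle, 41 of 42 replication, 22 of 25 repair and 27 of 44 RNA processing genes (Fisher's exact test, adjusted p = 5.15e-22, 2.52e-31, 1.22e-14 and 2.49e-11). Of the translation genes 8 of 24 were falling (adjusted p = 0.0748).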

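Genes of immune cells, vessels and detoxification rose towards Adult. H2-Ab1, a class II antigen-presenting molecule, rose by 6.40 (SE 0.25, adjusted p = 6.81e-11) from E12 to Adult (n = 2 arrays per time point), and Lyz2, the lysozyme of macrophages, rose by 6.87 (SE 0.19, adjusted p = 2.93e-12). Car4, a carbonic anhydrase of capillaries, rose by 6.16 (SE 0.19, adjusted p = 7.44e-12), and Vwf, the von Willebrand factor of endothelium, rose by 5.31 (SE 0.19, adjusted p = 3.43e-11). Itgb2, a leukocyte integrin, rose by 4.67 (SE 0.15, adjusted p = 1.27e-11), while Jam3, a junctional adhesion molecule, fell by 2.09 (SE 0.091, adjusted p = 1.88e-10). Gsta3, a glutathione transferase, rose by 6.89 (SE 0.22, adjusted p = 1.04e-11), while Txnrd1, a thioredoxin reductase, fell by 0.92 (SE 0.13, adjusted p = 3.04e-05).

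For Adult against E12 the immune list was 40 higher and 0 lower of 40 (40 and 0 adjusted over the list alone), median 3.05, camera adjusted p = 6.38e-12, and adjusted p = 0.0945 with an estimated correlation. Angiogenesis and endothelium was 28 higher and 0 lower of 30 (28 and 0 adjusted over the list alone), median 2.46, camera adjusted p = 1.07e-09, and adjusted p = 0.0626 with an estimated correlation. Cell adhesion and integrins was 23 higher and 3 lower of 30 (24 and 3 adjusted over the list alone), median 1.47, camera adjusted p = 0.000105, and adjusted p = 0.101 with an estimated correlation. Oxidation reduction was 21 higher and 1 lower of 23 (21 and 1 adjusted over the list alone), median 4.58, camera adjusted p = 3.79e-06, and adjusted p = 0.158 with an estimated correlation. Against 15.9% of all measured genes, the rising pattern held 34 of 40 immune, 27 of 30 vessel, 18 of 30 adhesion and 14 of 23 oxidation reduction genes (Fisher's exact test, adjusted p = 3.23e-20, 1.19e-17, 4.93e-07 and 6.18e-06).

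**Figure D3:**
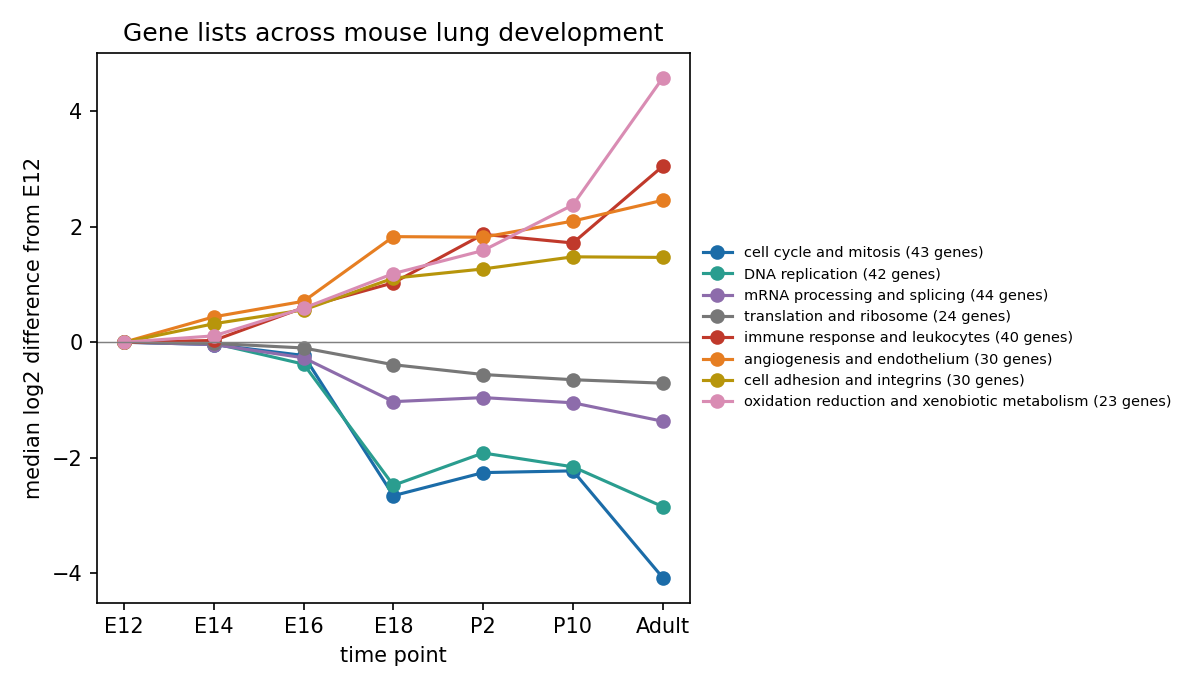
Median log2 difference from E12 of 8 gene lists at the 7 time points, over the measured genes of each list (numbers in the legend). Lines of the cell cycle, replication, RNA processing and translation lists run below 0, and those of the immune, vessel, adhesion and oxidation reduction lists above it.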

Pathway analysis using GenMAPP and KEGG annotations was performed for all 6 clusters. Figure 2C shows a comparison of the top 20 pathways ranked by the number of genes. No common pathway was identified across all 6 clusters. For Cluster 3, genes are enriched for pathways “mRNA processing binding reactome”, “cell cycle KEGG”, “G1 to S cell cycle reactome”, and “DNA replication reactome”; whereas for Cluster 6, genes are enriched in pathways “smooth muscle contraction”, “G protein signaling”, “integrin-mediated cell adhesion KEGG”, “TGF beta signaling pathway” and “Wnt signaling”. 

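Signalling genes went in both directions, unlike the genes for dividing cells. Bmpr2, a BMP receptor, rose by 2.55 (SE 0.09, adjusted p = 2.86e-11) from E12 to Adult and Tgfbr2, a TGF-beta receptor, rose by 2.21 (SE 0.089, adjusted p = 8.62e-11) (n = 2 arrays per time point), while the ligand gene Tgfb2 fell by 1.33 (SE 0.11, adjusted p = 9.29e-08). Sfrp2, a secreted Wnt antagonist, fell by 3.22 (SE 0.16, adjusted p = 6.84e-10) and the ligand gene Wnt2 fell by 1.87 (SE 0.085, adjusted p = 2.89e-10), while Fzd4, a Wnt receptor of endothelium, rose by 1.81 (SE 0.11, adjusted p = 5.41e-09). Adcy9, an adenylyl cyclase, rose by 2.81 (SE 0.16, adjusted p = 3.23e-09), and Gng10, a G protein subunit, fell by 1.07 (SE 0.13, adjusted p = 7.52e-06).

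Between E12 and Adult the TGF-beta and BMP list was 13 higher and 8 lower of 27 (13 and 9 adjusted over the list alone), median 0.16, camera adjusted p = 0.307, and adjusted p = 0.492 with an estimated correlation. Wnt signalling was 7 higher and 12 lower of 26 (7 and 12 adjusted over the list alone), median -0.23, camera adjusted p = 0.291, and adjusted p = 0.545 with an estimated correlation. G protein signalling was 18 higher and 5 lower of 29 (18 and 5 adjusted over the list alone), median 0.34, camera adjusted p = 0.0202, and adjusted p = 0.257 with an estimated correlation. With a gene's value taken as the mean over its probe sets, the G protein list had a camera adjusted p = 0.104. Smooth muscle contraction was 7 higher and 3 lower of 15 (7 and 3 adjusted over the list alone), median 0.38, camera adjusted p = 0.469, and adjusted p = 0.78 with an estimated correlation. In the rising pattern were 8 of 27 TGF-beta, 4 of 26 Wnt, 7 of 29 G protein and 2 of 15 smooth muscle genes (Fisher's exact test, adjusted p = 0.123, 1, 0.372 and 1).

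Between E16 and E18 the cell cycle list was 2 higher and 40 lower of 43 (2 and 40 adjusted over the list alone), median -2.53, camera adjusted p = 1.88e-16, and adjusted p = 0.139 with an estimated correlation. DNA replication over this step was 0 higher and 42 lower of 42 (0 and 42 adjusted over the list alone), median -2.08, camera adjusted p = 1.04e-18, and adjusted p = 0.139 with an estimated correlation.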

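Several contractile genes of smooth muscle were low at E18 and higher at E16 and P2. Cnn1, the calponin of smooth muscle, fell by 1.97 (SE 0.18, adjusted p = 1.36e-06) from E16 to E18 and rose by 2.30 (SE 0.18, adjusted p = 2.81e-06) from E18 to P2 (n = 2 arrays per time point). Acta2, the smooth muscle actin, fell by 1.11 (SE 0.14, adjusted p = 2.63e-05) and then rose by 1.31 (SE 0.14, adjusted p = 4.01e-05). Myh11, the smooth muscle myosin, fell by 0.82 (SE 0.15, adjusted p = 0.000664) and then rose by 0.93 (SE 0.15, adjusted p = 0.00108). Tagln, an actin-binding protein, did not pass from E16 to E18 (difference -0.21, adjusted p = 0.278) and rose by 1.41 (SE 0.14, adjusted p = 2.01e-05) from E18 to P2. Prkca, a protein kinase C of G protein signalling, rose by 1.07 (SE 0.1, adjusted p = 1.52e-06) and then fell by 0.95 (SE 0.1, adjusted p = 3.33e-05).

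From E16 to E18 the smooth muscle list was 2 higher and 7 lower of 15 (2 and 7 adjusted over the list alone), median -0.33, camera adjusted p = 0.0627, and adjusted p = 0.62 with an estimated correlation. Its camera adjusted p was 0.0482 with the mean over a gene's probe sets. From E18 to P2 it was 10 higher and 0 lower of 15 (12 and 0 adjusted over the list alone), median 0.83, camera adjusted p = 6.95e-07, and adjusted p = 0.352 with an estimated correlation. G protein signalling was 15 higher and 4 lower of 29 (17 and 4 adjusted over the list alone), median 0.29, camera adjusted p = 0.0327, and adjusted p = 0.351 with an estimated correlation from E16 to E18. Without E16 replicate 1 its camera adjusted p was 0.0587, without the probe sets shared between transcripts 0.0531, and with the mean over a gene's probe sets 0.19. From E18 to P2 it was 2 higher and 3 lower of 29 (5 and 4 adjusted over the list alone), median 0.06, camera adjusted p = 0.291, and adjusted p = 0.654 with an estimated correlation. Among the genes that peaked at E18 were 0 of 15 smooth muscle and 1 of 29 G protein genes, against 4.3% of all measured genes (Fisher's exact test, adjusted p = 1 for both).

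**Figure D4:**
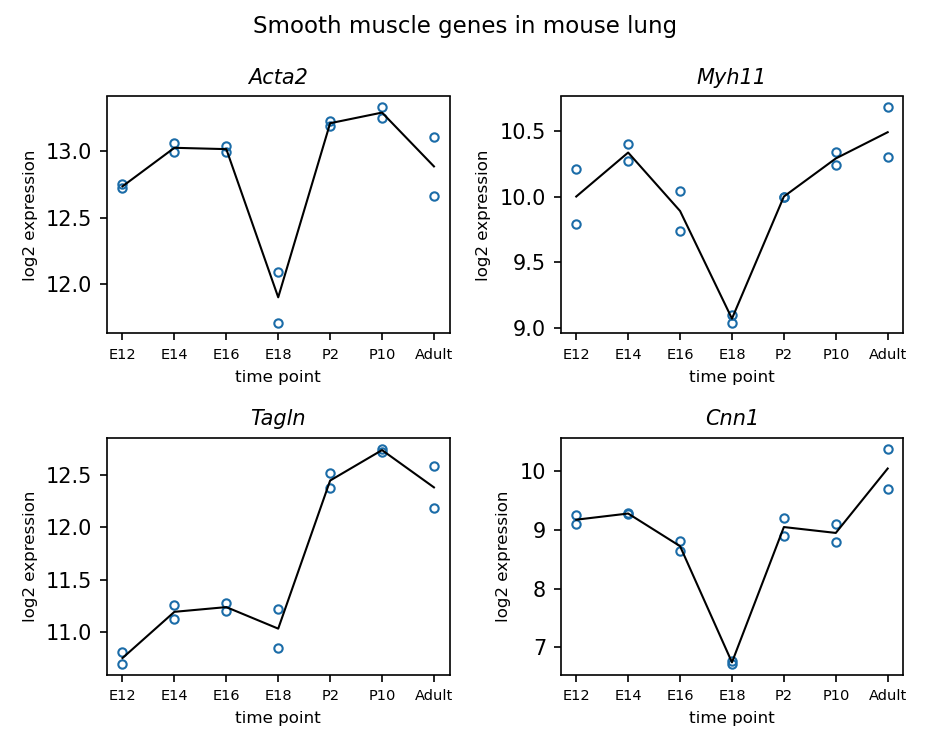
Log2 array values of Acta2, Myh11, Tagln and Cnn1 at the 7 time points. Circles are single arrays (2 per time point) and lines join the means. Means of Acta2, Myh11 and Cnn1 are lowest at E18, and that of Tagln steps up from E18 to P2.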

For Cluster 1, genes are enriched rich for “smooth muscle contraction” and “G protein signaling”.

### miRNA expression

Through analysis of the cluster dendrogram for 117 dynamically regulated miRNAs, we identified 5 temporal expression patterns from two major pattern groups across 7 time points. For the first pattern group, the expression values are low at early embryonic stages and increasing to reach a peak at late embryonic or postnatal and adult stages. There are 61 miRNAs in this group, in which 3 distinct temporal expression patterns (i.e. Clusters 1–3 in Figure 3) were identified. Cluster 1 show that the expression values of miRNAs increase gradually through all stages and reach a peak at the adult stage (P30), whereas Cluster 2 peaks at the late embryonic stage (E18) and Cluster 3 at the postnatal stage (P10).

**Figure 3:**
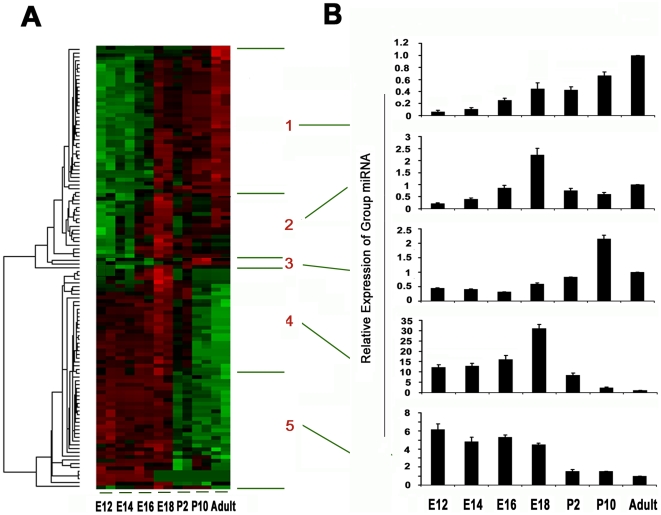
Temporal expression patterns of miRNA using hierarchical cluster analysis. (A) 5 temporal expression patterns represented by color heat maps. (B) 5 temporal expression patterns represented by bar graphs (x axis indicating the 7 time points, y axis indicating the relative expression values of group miRNAs). With miRNA copy number as an miRNA expression value, The relative expression values in each time point are the ratios normalized against those in the Adult group.

For the second pattern group, the expression values are high at embryonic stages and decrease dramatically at the postnatal and adult stage. There are 56 total miRNAs in this group, in which 2 temporal expression patterns (i.e. Clusters 4–5 in Figure 3) were identified. Cluster 5 shows the expression values of miRNAs decrease gradually through the embryonic stages and then decrease dramatically after birth through the adult stage, whereas Cluster 4 peaks at the late embryonic stage (E18) and then decreases dramatically.

### Directly correlated target mRNAs for miRNA clusters

#### 1) Identified by mRNA expression

We performed pair-wise Pearson correlation analysis across 7 time points to evaluate potential correlations between 117 miRNA and 11,220 mRNA expression levels. With setting a cut off value as coefficient >|0.9|, we detected 69,725 miRNA-mRNA pairs with negative correlation and 47,532 pairs with positive correlation. We found that for each miRNA, the greater the number of negatively correlated pairs, a corresponding greater number of positive correlation pairs also existed. Interestingly, for those miRNAs in Cluster 2, 3 and 4, almost no correlated pairs were identified. In Cluster 5, about 2/3 of miRNAs do not have correlated pairs identified. Table S1 shows the correlation analysis results of all 117 miRNAs which are sorted by clusters and number of probes.

To test if the miRNA-correlated mRNA genes are direct miRNA targets, we downloaded the miRBase database and compared the computational targets of each miRNA with the miRNA negatively correlated mRNA probes. In total, 148,840 miRNA-mRNA probe pairs were identified from the miRBase database. 3,067 unique pairs were filtered out as direct miRNA targets with coefficient <−0.9 (Table S1). We found that all of the miRNAs having direct targets identified are distributed in Cluster 1 and 5. In total, 80 out of 117 miRNAs did not have direct targets identified as they did not have negatively correlated mRNAs. For those miRNAs in Cluster 2, 3 and 4, no direct targets were identified. About 2/3 of miRNAs in Cluster 5 do not have direct targets identified.

For comparison with miRBase, the TargetScan database was also used to predict direct miRNA targets. In total, 330 direct miRNA targets were filtered out and only 7 miRNAs had direct targets identified. All of them are in cluster 1 and 5 (Table S1), indicating that the TargetScan database is more stringent with potentially lower sensitivity than miRBase.

#### 2) Identified by protein expression

We performed pair-wise Pearson correlation analysis across 6 time points to evaluate potential correlations between the expression levels of 117 miRNAs and 3330 UniProtKB proteins. After mapping the UNIProtKB IDs of 3330 proteins onto 6326 Affymetrix mouse430 Probe Set IDs and setting the cut off value as coefficient >|0.8|, we detected 41,774 miRNA-protein pairs with negative correlation. By comparing the miRBase computational targets of each miRNA/mRNA pair with the miRNA/negatively correlated protein pair, 1345 unique miRNA/protein pairs were identified as direct miRNA targets (Table S2). Most of the identified miRNAs had direct mRNA targets identified except for three, indicating that correlation with protein levels has a higher yield of computationally predicted mRNA targets versus those obtained by mRNA profiling alone (97.4% versus 31.6%). Interestingly, 54.9% of the mRNA probes identified as direct targets through protein expression data do not belong to the significantly changed subset (n = 11220) of mRNAs.

### Genome localization of miRNAs

MiRNAs are found throughout mammalian genomes. Half of the known miRNAs are located inside or close to fragile sites which are genomically unstable and common breakpoints associated with cancer. Nearly 40% of miRNAs exist in genomic clusters. Some clusters reflect the processing of a number of miRNAs from a single large polycistronic transcript such that presumably all of the miRNAs are under control of the same promoter and in the same transcriptional orientation [27]. With the stringent criteria that a cluster should consist of more than two members positioned within 1 Mb, there are 22 miRNA clusters identified in mouse [27], [28], [29]. The largest is the miR-127 cluster with greater than 50 members on mouse chromosome 12 (Chr.12). Other large clusters include the miR-29a cluster on Chr.6, the miR-23a cluster on chr.8, the miR-17-92 cluster on Chr.14 and the miR-106a cluster on Chr.X (Figure 4A). Significant miRNAs dynamically regulated in lung development were positioned throughout the genome except for Chr.5 and Chr.Y (Figure 4B). 23 miRNAs belonging to the miR-127 cluster were increased, whereas all 6 miRNAs in the miRNA-17-92 cluster (mir-17, 18a, 19a, 19b-1, 20a, and 92-1) and 3 miRNAs (mir-20b, 90a-2 and 106a) in the miR-106a cluster that all belong to miRNA cluster 5 were dramatically decreased (Figure 4). Interestingly, almost all 23 miRNAs in the miR-127 cluster that have the same strand orientation belong to miRNA Cluster 4 and have highest expression around E18. Within the miR-127 cluster, no miRNA targets were identified by miRNA/mRNA pairing (Figure 4C), while all had direct mRNA targets when miRNA/protein pairs were analyzed, such as miR-380-5p, miR-370, and miR-434. This suggests that the miR-127 cluster may be involved in part of the regulation of the start of alveolar formation by inhibiting mRNA translation of specific targets without changes in mRNA levels. A number of further targets were identified through miRNA/protein correlations, such as the mir-200 family (miR-200a, miR-200b and miR-200c), miR-191, miR-195, miR-301, and miR-322 (Figure 4D).

**Figure 4:**
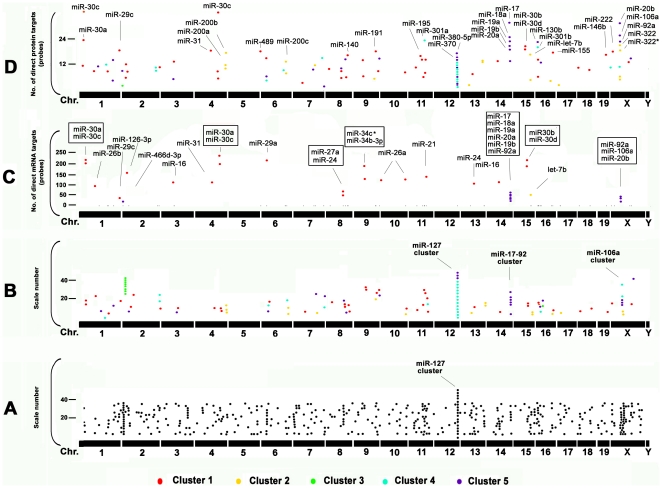
Visualization of chromosome localization of mouse miRNAs. Chromosome localization of (A) total 521 mouse miRNAs (Sanger version 10.1) and (B) 117 significant miRNAs in different clusters (marked in different colors) involved in lung development. The scale is given to make those miRNAs having the same or very close chromosome location displayed in a vertical line. (C) Numbers of direct mRNA targets for each miRNA detected by miRNA/mRNA correlation. 30 miRNAs with multiple direct targets are annotated. MiRNAs within clusters are boxed. (D) Numbers of direct protein targets detected for each miRNA by miRNA/protein correlation. The top 30 miRNAs are annotated.

### Pathway involvement for individual miRNAs

In this study, we found that a number of miRNA families are dynamically regulated during mouse lung development. This includes miRNA families miR-30 (miR-30a, miR-30d, miR-30e, miR-30b, miR-30c, miR-30e*), miR-24 (miR-24, miR-24-2*), miR-26 (miR-26a, miR-26b), miR-29 (miR-29a, miR-29c), miR-34 (miR-34b-3p, miR-34c*) in Cluster 1 which has high expression in the adulthood stage, and miR-20 (miR-20a, miR-20b) in cluster 5 which has high expression in the early stages of lung organogenesis. To computationally explore the potential functional relevance of dynamically regulated miRNAs during lung development, we employed biological process and pathway analysis. We found that miRNAs within the same family or same genome localization cluster have similar biological functions and appeared to be involved in similar pathways. For example, there are 5 miRNA members in the miR-30 family that are involved in TGF Beta signaling pathway through the gene “Tgfbr1” and 5 miRNAs (miR-17a, 18a, 20a, 20b, 92a) in miR-17-92 cluster that are involved the same pathway through the gene Smad6. 

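Between E12 and Adult, Tgfbr1 fell and Smad6 rose. Tgfbr1, the type I receptor, fell by 0.66 (SE 0.089, adjusted p = 1.72e-05) from E12 to Adult (n = 2 arrays per time point), a change below the Range threshold. Another pair of its probe sets fell further, by 1.57 (SE 0.25, adjusted p = 7.37e-05) and by 1.26 (SE 0.18, adjusted p = 2.94e-05). Smad6, an inhibitory SMAD, rose by 2.15 (SE 0.16, adjusted p = 5.75e-08), from 8.51 ± 0.17 to 10.66 ± 0.09 (log2 mean ± SD). Where the text names Tgfbr1 for the miR-30 family, Table S3 names Tgfb1, the ligand of the receptor, which rose by 2.04 (SE 0.16, adjusted p = 5.37e-08). The links to microRNAs rest on data that were not analysed here.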

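Of 4 genes placed in Wnt signalling, 3 fell and 1 rose. Racgap1, a GTPase-activating protein needed for cytokinesis, fell by 3.77 (SE 0.11, adjusted p = 6.79e-12) from E12 to Adult (n = 2 arrays per time point). Myc, a transcription factor for growth and proliferation, fell by 2.18 (SE 0.14, adjusted p = 1.29e-08), and Fzd2, a Wnt receptor, fell by 1.61 (SE 0.14, adjusted p = 2.26e-07). Prkce, a protein kinase C, rose by 1.94 (SE 0.14, adjusted p = 3.28e-08). The other probe sets of Fzd2 fell by 1.77 and 1.80, and a second one of Racgap1 fell by 4.40. The last Racgap1 probe set, at 3.00 at E12, did not pass (difference -0.05, adjusted p = 0.736).

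**Figure D5:**
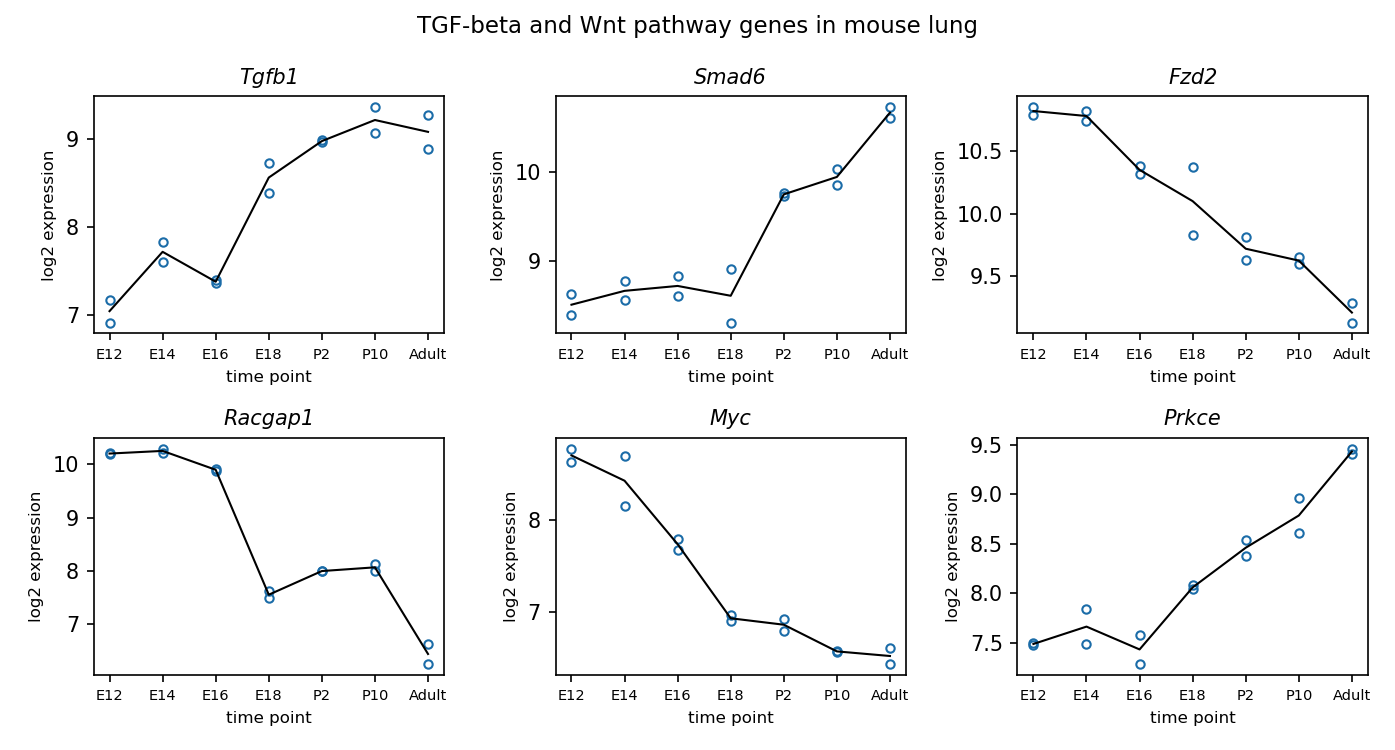
Log2 array values of Tgfb1, Smad6, Fzd2, Racgap1, Myc and Prkce at the 7 time points. Circles are single arrays (2 per time point) and lines join the means. Tgfb1, Smad6 and Prkce end above their E12 level, and Fzd2, Racgap1 and Myc below it.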

There are 4 miRNAs (miR-30b, let-7b, 18a, and 19a) that are involved in the Wnt signaling pathway through the genes Fzd2, Racgap1, Myc and Prkce. A list of 30 miRNAs with their respective corresponding top 10 GO biological process terms, pathways and pathway-related target gene names is shown in Table S3.

## Discussion

In this study, we explored the dynamic regulation of microRNA, mRNA, and protein levels over the time course of lung organogenesis using a systematic genome-wide approach. First, we performed genome-wide mRNA and miRNA profiling across all recognized stages of lung development beginning at early embryonic stages and continuing to adulthood. Second, we identified the subset of mRNAs and miRNAs for which expression values changed significantly across the time course using statistical analysis. Thirdly, we clustered the significant subsets to identify their temporal expression patterns with GO functional enrichment and pathway analysis. Fourthly, we performed both miRNA-mRNA and miRNA-protein correlation analyses and integrated these with computational target predictions to study potential direct targets of miRNAs. Lastly, we explored the biological function and pathway roles of miRNAs involved in lung development through their mRNA or protein targets.

As part of the analysis, we combined temporal correlation analysis and computational target mapping to study the potential direct targets of miRNAs. As many miRNAs cause degradation of their mRNA targets and a large number of mRNAs are regulated in this manner, expression profiling patterns of miRNAs and their target mRNAs should reveal an inverse relationship or correlation [5], [30]. We considered that a negative correlation between miRNA and mRNA (or protein) expression levels would mimic such an inverse relationship. In this study, we chose the cutoff value of correlation coefficient as −0.9 for miRNA-mRNA correlations and −0.8 for miRNA-protein correlations, both of which represent a strong negative correlation. Combined with computational prediction, simultaneous profiling of miRNA and mRNA expression levels may be a strategy for the validation and identification of functional miRNA targets [31], [32]. Time-course studies provide further information that could readily be missed in a cross-sectional study based on a single time point [33].

The first point of our analysis was to understand if gene expression varied by time course, and in particular which genes were changing. To answer this question, we adopted an empirical model combining stringent descriptive statistics with FDR adjusted p-values derived from ANOVA analysis. We furthered this with a second analysis using the time-course specific EDGE methodology, demonstrating minimal difference between the 2 approaches. MicroRNA expression levels were analyzed in a similar manner. From this, we conclude that the correlations observed between mRNA, miRNA, and protein levels are valid from the standpoint of 2 different statistical approaches to the data.

Computational miRNA target prediction algorithms have been developed based on common features of known miRNAs and their mRNA target interactions and these have greatly facilitated the search for miRNA targets [34]. However, computational miRNA target prediction does not account for physiological factors that could influence the existence or outcome of the predicted miRNA-mRNA interaction, including the stoichiometry of miRNAs and targets, or the involvement of other regulatory proteins [35], [36]. Current computational prediction tools are diverse, both in approach and performance. It is difficult to decide which predicted miRNA-target interactions are more likely to be accurate and which tool provides the best performance [32], [34]. When considering current predictions that are available for mouse, we evaluated those from miRBase Targets [37], EIMMo[38], PicTar [39]and TargetScan [40], [41], all of which use site conservation as a prediction criterion. Comparisons with TargetScan and EIMMo require stringent seed pairing, while miRBase requires moderately stringent seed pairing. Although evaluation of proteomic changes after miRNA addition or deletion provides evidence that tools stringently requiring seed pairing perform better than those tools with more moderately stringent cutoffs [42], [43], perfect base pair matching does not guarantee interaction between specific miRNAs and target genes [35]. Wobble base pairs are often tolerated in target sites [44], [45]. For the current study, both miRBase and TargetScan were used to predict direct miRNA targets by comparing negatively correlated mRNA expression with computational predictions. 3,067 unique miRNA-mRNA pairs (involving 37 unique miRNAs) were identified using miRBase whereas 330 pairs (7 unique miRNAs) were identified using the TargetScan database. We considered it appropriate to use the miRBase target prediction database given the relatively higher prediction sensitivity, although it is not clear how much specificity is lost with this approach.

Initially, we examined miRNA-mRNA correlations to predict the direct targets of 117 dynamically regulated miRNAs. Surprisingly, 68.4% (80) of miRNAs in this group did not have any direct targets identified based on a correlation coefficient cutoff value of −0.9. To examine this further, we relaxed the cutoff values and found that 51.3% (60) of miRNAs with a cutoff value of correlation coefficient −0.8, and 33.3% (39) of miRNAs for a cutoff of −0.7, do not have direct targets identified (Table S1). The results imply that a large number of miRNAs dynamically regulated during lung organogenesis may not directly cause degradation of mRNA targets. As miRNAs have the potential to modulate protein translation independent of degrading the mRNA for a specific target, we analyzed our data in the context of a previously published protein database for lung development [26]. Looking for negative correlations between miRNA level and protein expression based on spectral counts, we found that a higher number of miRNAs, 114 (97.4%) had a direct target protein identified (Table S2). Importantly, 54.9% of mRNAs for which a corresponding direct target protein was identified do not belong to the subset of significantly varying mRNAs during lung development, implying that a number of miRNAs may effect decreased protein expression even though they do not cause detectable changes in mRNA level. In other words, a large number of protein level changes may occur that would not be apparent from the study of mRNA data alone.

The underlying mechanisms explaining these observations remain to be investigated. Selbach et al pointed out that whether the mRNA is cleaved or whether productive translation is inhibited depends on the complementarity of the miRNA to the mRNA. If the complementarity is not enough for cleavage but still involves some degree of binding, then translation will be repressed [42]. However, it has been demonstrated that although some targets are repressed without detectable changes in mRNA levels, those translationally repressed by more than a third also displayed detectable mRNA decreases, and, for the more highly repressed targets, mRNA degradation usually comprised the major component of repression. The impact of miRNAs on the proteome indicated that for most interactions miRNAs act as rheostats to make fine-scale adjustment to protein output [43]. Our data suggest there are at least two major functional patterns of miRNA regulation of gene and protein levels in mouse lung development: 1) directly downregulating mRNA levels; 2) directly repressing translation of genes without detectable changes in mRNA levels.

Individual miRNAs may target hundreds of mRNAs and individual genes may be regulated by a number of miRNAs or multiple members of same miRNA family. Individual miRNAs have predicted propensity to target genes with related functions which can provide insight into the biological roles of individual miRNAs [34], [38]. The function of the target genes for Cluster 1 miRNAs are highly related with cell proliferation as they are enriched for GO biological processes “cell cycle”, “mitosis”, “DNA replication” “DNA repair”, and “RNA splicing”. Specifically, we identified a number of genes such as E2F1, P53, c-Myc, CDK2, and others that regulate progenitor cell fate and play important roles in lung development and lung cancer [9], [10]. In addition, a number of studies have reported that c-Myc expression is repressed by let-7, that p53 interacts with miR-34, and that growth arrest can be induced by miR-34 through modulation of the E2F pathway in human colon cancer cells [46], [47], [48]. 

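Cell cycle genes that Table S3 gives as targets of these microRNAs were high in the early embryo. Chek1, a checkpoint kinase for damaged DNA, fell by 4.70 (SE 0.18, adjusted p = 5.43e-11) from E12 to Adult (n = 2 arrays per time point). Ccna2, the cyclin of S phase, fell by 4.67 (SE 0.12, adjusted p = 1.74e-12), and Dbf4, which activates the kinase that fires replication origins, fell by 4.18 (SE 0.11, adjusted p = 2.35e-12). Orc4, a subunit of the origin recognition complex, fell by 1.14 (SE 0.09, adjusted p = 8.31e-08). E2f5, a repressor among the E2F factors, did not pass (difference 0.38, adjusted p = 0.0535).

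Compared with E12, these targets in Adult were 0 higher and 32 lower of 33 (1 and 32 adjusted over the list alone), median -2.28, camera adjusted p = 5.49e-10, and adjusted p = 0.122 with an estimated correlation. From E16 to E18 they were 0 higher and 32 lower of 33 (0 and 32 adjusted over the list alone), median -1.56, camera adjusted p = 6.48e-14, and adjusted p = 0.139 with an estimated correlation. Of the 34 targets listed, 33 were in the data, and the falling pattern held 30 of these (Fisher's exact test, adjusted p = 9.79e-21). The paper chose these genes by a negative correlation of their own mRNA with rising microRNAs, so their fall is not independent evidence.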

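Among the regulators named here Cdk2, E2f1 and Myc fell from E12 to Adult, and the others were not analysed here. Cdk2, the kinase of the G1 to S transition, fell by 2.07 (SE 0.09, adjusted p = 1.91e-10), from 10.63 ± 0.01 to 8.56 ± 0.05 (log2 mean ± SD, n = 2). E2f1, a transcription factor for S phase genes, fell by 0.95 (SE 0.14, adjusted p = 3.32e-05), less than the Range threshold. Its other probe sets differed by -0.43 and 0.14. E2f2, a relative not named there, rose by 0.64 (SE 0.13, adjusted p = 0.000748), with its highest mean at E18 (9.03 ± 0.04). Myc went from 8.43 ± 0.39 at E14 through 7.74 ± 0.08 at E16 to 6.93 ± 0.05 at E18. Which microRNA acts on which of these genes was not analysed here.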

In Cluster 5, we noticed that cluster miR-17-92 and cluster miR-106a had high expression in early embryonic development of the lung then steady declines through the remainder of development and into adulthood. A number of studies have demonstrated the miRNAs in these two clusters play critical roles in lung development and lung cancer [16], [19], [49], [50]. The potential mechanisms involved may include activation of targets such as RbI2, E2F1-3, and PTEN that are all known cell cycle regulators [19], [51], [52]. However, Carraro et al reports that function of the miR-17-92 cluster may be to maintain the structural homeostasis of developing lung epithelium through the targets Mapk14 and stat3, as systematic inhibition of miR-17 did not produce an arrest of proliferation [53]. In this study, the direct mRNA targets of miRNA-17-92 appeared to be a group of genes that have lowest expression in early embryonic development and highest expression in adulthood. The expression pattern indicates that the cluster most likely plays a role in the later stages of lung development after lung branching morphogenesis is complete. 

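Of the 14 targets listed from Table S3 for this cluster and its relative miR-106a, 12 were in the data. These rose from embryo to adult. Hpgd, which breaks down prostaglandins, rose by 6.17 (SE 0.14, adjusted p = 7.3e-13) from E12 to Adult (n = 2 arrays per time point). Rora, a nuclear receptor, rose by 3.80 (SE 0.1, adjusted p = 2.49e-12), and S1pr1, a sphingosine receptor of endothelium, rose by 3.61 (SE 0.13, adjusted p = 3.1e-11). Cldn5, a tight junction protein of endothelium, rose by 3.11 (SE 0.095, adjusted p = 8.14e-12). The smallest rise among the 12 was that of Alox5, the lipoxygenase for leukotrienes, by 1.13 (SE 0.12, adjusted p = 2.2e-06).

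Compared with E12, the targets in Adult were 12 higher and 0 lower of 12 (12 and 0 adjusted over the list alone), median 2.06, camera adjusted p = 2.27e-05, and adjusted p = 0.0626 with an estimated correlation. From E18 to P2 they were 5 higher and 0 lower of 12 (6 and 0 adjusted over the list alone), median 0.31, camera adjusted p = 0.000165, and adjusted p = 0.0426 with an estimated correlation. All 12 were in the rising pattern (Fisher's exact test, adjusted p = 3.37e-09). They were chosen in the paper for running against microRNAs that fall, so their rise is not independent evidence. From low expression of these targets in the embryo and high expression in the adult, the paper proposes that the cluster acts after branching is complete.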

GO biological process analysis shows that the function of these genes focus on “protein phosphorylation”, “metabolic process”, “signal transduction”, “intercellular signaling cascade”, “cell adhesion” and “angiogenesis”. Pathway analyses demonstrate that the miRNA-17-92 cluster is involved in G-protein signaling, the Wnt pathway through Prkce as well as TGF-beta pathway signaling through Smad6 (which is already confirmed by [54]).

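Prkce and Smad6 both rose between E12 and Adult. Smad6, the inhibitory SMAD, rose by 1.14 (SE 0.16, adjusted p = 0.000415) from E18 to P2 (n = 2 arrays per time point). Prkce, the protein kinase C, rose by 0.62 (SE 0.14, adjusted p = 0.00272) from E16 to E18. It was at 7.44 ± 0.21 at E16, 8.06 ± 0.02 at E18 and 8.46 ± 0.12 at P2 (log2 mean ± SD). From P10 to Adult it rose by 0.64 (SE 0.14, adjusted p = 0.00365). Another pair of its probe sets was 1.78 and 1.59 higher in Adult than at E12, and the last one, at 2.91 at E12, did not pass (difference 0.12, adjusted p = 0.322).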

Our results provide important insights into the global dynamics of miRNA networks and their mediation of mRNA translation into protein products. A number of limitations to the current study should be noted. One is the fact that the discovery and characterization of new miRNAs is an ongoing process. A further limitation is the fact that analyses of RNA and protein in this study were derived from bulk whole lung, and do not provide representation of the myriad of cell types and their organization present in the developing or adult lung. An important extension to the current study will be to localize the dynamically regulated miRNAs identified to specific regional niches within the developing lung.

In this study, we analyzed the expression patterns of dynamically regulated miRNA, mRNA and proteins during lung development. Furthermore, we developed a novel approach to systematically predict potential direct targets of miRNAs from the data through both miRNA-mRNA and miRNA-protein correlation analysis and computational target mapping. Systematic analysis of microRNA, mRNA, and protein levels over the time course of lung organogenesis demonstrates dynamic regulation and reveals 2 distinct patterns of miRNA-mRNA interaction: 1) increased levels of specific miRNAs directly correlating with downregulation of predicted mRNA targets; and 2) increased levels of specific miRNAs directly correlating with downregulation of translated target proteins without detectable changes in mRNA levels. The data also suggests that the translation of target proteins affected by miRNAs independent of changes in mRNA level appears to be a prominent mechanism of developmental regulation in lung organogenesis.

## Supporting Information

Table S1 Correlation analysis and direct target prediction results of 117 significant miRNAs by miRNA/mRNA correlations in mouse lung development.
(0.18 MB PDF) Click here for additional data file.

Table S2 Correlation analysis and direct target predication results of 117 significant miRNA by miRNA/protein correlations in mouse lung development.
(0.12 MB PDF) Click here for additional data file.

Table S3 A list of 30 miRNAs having direct targets identified by miRNA/mRNA correlation, with their respective corresponding top 10 GO biological process terms, all pathways and pathway-related target gene names.
(0.04 MB PDF) Click here for additional data file.

# Supplementary material for: MicroRNA Networks in Mouse Lung Organogenesis
**Source:** PLoS One. 2010 May 26;5(5):e10854. doi: 10.1371/journal.pone.0010854
**Supplement:** Table S1 — Correlation analysis and direct target prediction results of 117 significant miRNAs by miRNA/mRNA correlations in mouse lung development. (0.18 MB PDF)

**Table 1**

**A-Neg:** Number of Negatively Correlated Targets (Coefficient cutoff<-0.7, -0.8 or -0.9))

**A-Pos:** Number of Positively Correlated Targets (Coefficient cutoff>0.9)

**B:** Number of Computational Targets from miRBase or TargetScan

**C:** Number of direct miRNA targets through Overlapping of B and A-Neg

| miRNA   | miRNA          | A<br>Neg(0.7) | A<br>Neg(0.8) | A<br>Neg(0.9) | A<br>Pos(0.9) | B       | C<br>Neg(0.7) | C<br>Neg(0.8) | C<br>Neg(0.9) | B          | C<br>Neg(0.7) | C<br>Neg(0.8) | C<br>Neg(0.9) |
|---------|----------------|---------------|---------------|---------------|---------------|---------|---------------|---------------|---------------|------------|---------------|---------------|---------------|
| Cluster |                |               |               |               |               | miRBase | miRBase       | miRBase       | miRBase       | TargetScan | Targetscan    | Targetscan    | Targetscan    |
| 1       | mmu-miR-30e    | 5175          | 4814          | 4015          | 2603          | 1528    | 281           | 273           | 236           | 0          | 0             | 0             | 0             |
| 1       | mmu-miR-30a    | 5140          | 4779          | 3832          | 2309          | 1467    | 275           | 263           | 226           | 0          | 0             | 0             | 0             |
| 1       | mmu-miR-29a    | 5171          | 4811          | 3692          | 2568          | 1576    | 269           | 256           | 213           | 0          | 0             | 0             | 0             |
| 1       | mmu-miR-30d    | 5178          | 4837          | 3943          | 2467          | 1432    | 254           | 243           | 206           | 0          | 0             | 0             | 0             |
| 1       | mmu-miR-30c    | 5029          | 4596          | 3429          | 2049          | 1510    | 261           | 237           | 196           | 0          | 0             | 0             | 0             |
| 1       | mmu-miR-30b    | 5109          | 4655          | 3253          | 2030          | 1517    | 271           | 258           | 187           | 0          | 0             | 0             | 0             |
| 1       | mmu-miR-34b-3p | 5153          | 4800          | 3839          | 2616          | 1254    | 209           | 200           | 182           | 0          | 0             | 0             | 0             |
| 1       | mmu-miR-126-3p | 5193          | 4846          | 4035          | 2701          | 1234    | 192           | 185           | 154           | 5          | 3             | 2             | 1             |
| 1       | mmu-miR-21     | 5080          | 4690          | 3433          | 2231          | 1148    | 179           | 172           | 139           | 0          | 0             | 0             | 0             |
| 1       | mmu-miR-34c*   | 4951          | 4363          | 2821          | 1666          | 983     | 181           | 172           | 129           | 0          | 0             | 0             | 0             |
| 1       | mmu-miR-26a    | 5084          | 4639          | 3155          | 2067          | 1287    | 182           | 176           | 125           | 0          | 0             | 0             | 0             |
| 1       | mmu-miR-16     | 4990          | 4456          | 2830          | 1930          | 1380    | 189           | 175           | 111           | 0          | 0             | 0             | 0             |
| 1       | mmu-miR-30e*   | 5054          | 4561          | 3094          | 1831          | 1245    | 185           | 169           | 111           | 0          | 0             | 0             | 0             |
| 1       | mmu-miR-31     | 5165          | 4774          | 3382          | 2097          | 1203    | 171           | 162           | 111           | 199        | 90            | 85            | 60            |
| 1       | mmu-miR-24     | 5033          | 4484          | 2829          | 1908          | 1220    | 158           | 150           | 103           | 305        | 126           | 112           | 76            |
| 1       | mmu-miR-26b    | 4876          | 4185          | 2208          | 1535          | 1254    | 186           | 169           | 95            | 570        | 255           | 214           | 97            |
| 1       | mmu-miR-30a*   | 5026          | 4537          | 2523          | 1494          | 1253    | 172           | 157           | 74            | 0          | 0             | 0             | 0             |
| 1       | mmu-miR-24-2*  | 5062          | 4578          | 2531          | 1631          | 1165    | 133           | 124           | 67            | 0          | 0             | 0             | 0             |
| 1       | mmu-let-7b     | 4861          | 3696          | 913           | 728           | 1459    | 177           | 137           | 46            | 0          | 0             | 0             | 0             |
| 1       | mmu-miR-27a    | 4996          | 4354          | 1887          | 1285          | 1267    | 160           | 141           | 45            | 0          | 0             | 0             | 0             |
| 1       | mmu-miR-29c    | 4218          | 2441          | 696           | 762           | 1557    | 250           | 140           | 36            | 609        | 210           | 128           | 54            |
| 1       | mmu-miR-150    | 3992          | 723           | 11            | 1             | 1240    | 110           | 33            | 1             | 135        | 47            | 10            | 0             |
| 1       | mmu-miR-195    | 2665          | 194           | 6             | 1             | 1229    | 121           | 9             | 1             | 0          | 0             | 0             | 0             |
| 1       | mmu-miR-486    | 2393          | 135           | 5             | 1             | 1436    | 95            | 5             | 1             | 106        | 16            | 0             | 0             |
| 1       | mmu-miR-126-5p | 3273          | 301           | 8             | 1             | 1103    | 111           | 4             | 0             | 0          | 0             | 0             | 0             |
| 1       | mmu-miR-133a   | 242           | 15            | 4             | 0             | 1356    | 11            | 0             | 0             | 0          | 0             | 0             | 0             |
| 1       | mmu-miR-140    | 79            | 9             | 2             | 0             | 1281    | 1             | 0             | 0             | 0          | 0             | 0             | 0             |
| 1       | mmu-miR-142-3p | 861           | 48            | 5             | 1             | 1310    | 28            | 1             | 0             | 197        | 8             | 0             | 0             |
| 1       | mmu-miR-145    | 1906          | 85            | 6             | 1             | 1266    | 81            | 3             | 0             | 428        | 83            | 3             | 0             |
| 1       | mmu-miR-146a   | 3517          | 413           | 10            | 1             | 1423    | 150           | 23            | 0             | 0          | 0             | 0             | 0             |
| 1       | mmu-miR-146b   | 3325          | 196           | 9             | 2             | 1375    | 158           | 7             | 0             | 115        | 25            | 3             | 0             |
| 1       | mmu-miR-155    | 152           | 10            | 4             | 1             | 1227    | 2             | 0             | 0             | 223        | 0             | 0             | 0             |
| 1       | mmu-miR-181a   | 143           | 13            | 2             | 0             | 1374    | 3             | 0             | 0             | 0          | 0             | 0             | 0             |
| 1       | mmu-miR-191    | 811           | 47            | 5             | 1             | 1238    | 36            | 1             | 0             | 24         | 0             | 0             | 0             |

|   |                |      |     |    |    |      |     |    |   |     |    |   |   |
|---|----------------|------|-----|----|----|------|-----|----|---|-----|----|---|---|
| 1 | mmu-miR-222    | 3751 | 423 | 12 | 3  | 1182 | 135 | 19 | 0 | 254 | 81 | 8 | 0 |
| 1 | mmu-miR-223    | 2420 | 149 | 6  | 1  | 1220 | 107 | 8  | 0 | 186 | 42 | 0 | 0 |
| 1 | mmu-miR-328    | 185  | 12  | 4  | 0  | 1115 | 5   | 0  | 0 | 77  | 1  | 0 | 0 |
| 1 | mmu-miR-365    | 680  | 37  | 5  | 1  | 1385 | 36  | 0  | 0 | 160 | 4  | 0 | 0 |
| 1 | mmu-miR-451    | 1136 | 74  | 4  | 1  | 1278 | 56  | 5  | 0 | 3   | 0  | 0 | 0 |
| 1 | mmu-miR-484    | 195  | 12  | 5  | 0  | 1199 | 5   | 0  | 0 | 0   | 0  | 0 | 0 |
| 1 | mmu-miR-489    | 209  | 12  | 5  | 1  | 1241 | 11  | 0  | 0 | 102 | 5  | 0 | 0 |
| 1 | mmu-miR-667    | 25   | 6   | 2  | 0  | 1283 | 1   | 0  | 0 | 0   | 0  | 0 | 0 |
| 2 | mmu-let-7e     | 1209 | 233 | 9  | 44 | 1310 | 42  | 10 | 1 | 0   | 0  | 0 | 0 |
| 2 | mmu-let-7g     | 1712 | 338 | 21 | 35 | 1406 | 70  | 17 | 1 | 0   | 0  | 0 | 0 |
| 2 | mmu-miR-200b   | 885  | 66  | 4  | 0  | 1601 | 43  | 4  | 1 | 0   | 0  | 0 | 0 |
| 2 | mmu-let-7c     | 2136 | 368 | 11 | 14 | 1459 | 90  | 17 | 0 | 0   | 0  | 0 | 0 |
| 2 | mmu-let-7d     | 558  | 118 | 5  | 21 | 1377 | 26  | 5  | 0 | 0   | 0  | 0 | 0 |
| 2 | mmu-let-7i     | 615  | 133 | 5  | 32 | 1451 | 22  | 4  | 0 | 0   | 0  | 0 | 0 |
| 2 | mmu-miR-139-5p | 163  | 13  | 2  | 0  | 1424 | 5   | 0  | 0 | 188 | 2  | 0 | 0 |
| 2 | mmu-miR-141    | 513  | 32  | 4  | 0  | 1394 | 23  | 0  | 0 | 0   | 0  | 0 | 0 |
| 2 | mmu-miR-200a   | 1403 | 82  | 4  | 1  | 1594 | 73  | 3  | 0 | 438 | 65 | 4 | 1 |
| 2 | mmu-miR-200c   | 613  | 41  | 4  | 0  | 1671 | 31  | 1  | 0 | 0   | 0  | 0 | 0 |
| 2 | mmu-miR-322    | 266  | 17  | 3  | 0  | 1249 | 7   | 1  | 0 | 0   | 0  | 0 | 0 |
| 2 | mmu-miR-322*   | 45   | 8   | 2  | 0  | 957  | 1   | 0  | 0 | 0   | 0  | 0 | 0 |
| 2 | mmu-miR-429    | 380  | 26  | 4  | 0  | 1521 | 20  | 0  | 0 | 709 | 29 | 2 | 0 |
| 2 | mmu-miR-449a   | 1934 | 359 | 15 | 10 | 1333 | 68  | 16 | 0 | 0   | 0  | 0 | 0 |
| 2 | mmu-miR-449c   | 206  | 15  | 2  | 0  | 1342 | 13  | 1  | 0 | 0   | 0  | 0 | 0 |
| 2 | mmu-miR-503    | 19   | 4   | 1  | 0  | 1280 | 1   | 0  | 0 | 203 | 0  | 0 | 0 |
| 2 | mmu-miR-503*   | 199  | 13  | 2  | 0  | 801  | 4   | 1  | 0 | 0   | 0  | 0 | 0 |
| 3 | mmu-miR-28*    | 136  | 11  | 0  | 12 | 878  | 4   | 0  | 0 | 0   | 0  | 0 | 0 |
| 3 | mmu-miR-467a*  | 211  | 17  | 4  | 0  | 854  | 5   | 0  | 0 | 0   | 0  | 0 | 0 |
| 4 | mmu-miR-127    | 10   | 1   | 0  | 0  | 1053 | 0   | 0  | 0 | 15  | 0  | 0 | 0 |
| 4 | mmu-miR-135b   | 13   | 0   | 0  | 0  | 1237 | 0   | 0  | 0 | 394 | 0  | 0 | 0 |
| 4 | mmu-miR-136    | 27   | 5   | 2  | 0  | 1024 | 0   | 0  | 0 | 125 | 0  | 0 | 0 |
| 4 | mmu-miR-210    | 36   | 7   | 2  | 0  | 1309 | 0   | 0  | 0 | 22  | 0  | 0 | 0 |
| 4 | mmu-miR-296-5p | 10   | 3   | 0  | 0  | 1324 | 0   | 0  | 0 | 0   | 0  | 0 | 0 |
| 4 | mmu-miR-298    | 6    | 0   | 0  | 0  | 1095 | 0   | 0  | 0 | 0   | 0  | 0 | 0 |
| 4 | mmu-miR-299*   | 10   | 3   | 0  | 0  | 804  | 0   | 0  | 0 | 0   | 0  | 0 | 0 |
| 4 | mmu-miR-301a   | 11   | 3   | 0  | 0  | 1479 | 0   | 0  | 0 | 0   | 0  | 0 | 0 |
| 4 | mmu-miR-301b   | 13   | 3   | 1  | 0  | 1456 | 0   | 0  | 0 | 0   | 0  | 0 | 0 |
| 4 | mmu-miR-335-3p | 26   | 5   | 2  | 0  | 925  | 1   | 0  | 0 | 0   | 0  | 0 | 0 |
| 4 | mmu-miR-337-5p | 10   | 3   | 0  | 0  | 1274 | 0   | 0  | 0 | 0   | 0  | 0 | 0 |
| 4 | mmu-miR-351    | 20   | 7   | 2  | 0  | 1235 | 0   | 0  | 0 | 385 | 2  | 0 | 0 |
| 4 | mmu-miR-376a   | 10   | 3   | 0  | 0  | 1295 | 0   | 0  | 0 | 0   | 0  | 0 | 0 |
| 4 | mmu-miR-376b*  | 15   | 3   | 0  | 0  | 797  | 0   | 0  | 0 | 0   | 0  | 0 | 0 |
| 4 | mmu-miR-376c   | 11   | 2   | 0  | 0  | 1099 | 0   | 0  | 0 | 181 | 0  | 0 | 0 |
| 4 | mmu-miR-379    | 10   | 1   | 0  | 0  | 1206 | 1   | 0  | 0 | 36  | 0  | 0 | 0 |
| 4 | mmu-miR-382    | 8    | 0   | 0  | 0  | 1113 | 2   | 0  | 0 | 88  | 0  | 0 | 0 |
| 4 | mmu-miR-409-3p | 25   | 2   | 0  | 0  | 1198 | 1   | 0  | 0 | 0   | 0  | 0 | 0 |

|       |                 |        |        |       |       |        |      |      |      |       |      |     |     |
|-------|-----------------|--------|--------|-------|-------|--------|------|------|------|-------|------|-----|-----|
| 4     | mmu-miR-410     | 6      | 0      | 0     | 0     | 1148   | 0    | 0    | 0    | 342   | 0    | 0   | 0   |
| 4     | mmu-miR-411     | 15     | 1      | 0     | 0     | 1279   | 0    | 0    | 0    | 66    | 0    | 0   | 0   |
| 4     | mmu-miR-431     | 6      | 1      | 0     | 0     | 1125   | 0    | 0    | 0    | 77    | 0    | 0   | 0   |
| 4     | mmu-miR-434-3p  | 12     | 3      | 0     | 0     | 1353   | 0    | 0    | 0    | 0     | 0    | 0   | 0   |
| 4     | mmu-miR-434-5p  | 15     | 3      | 0     | 0     | 1280   | 0    | 0    | 0    | 0     | 0    | 0   | 0   |
| 4     | mmu-miR-532-5p  | 16     | 4      | 2     | 0     | 1144   | 1    | 1    | 0    | 0     | 0    | 0   | 0   |
| 4     | mmu-miR-539     | 6      | 1      | 0     | 0     | 901    | 0    | 0    | 0    | 354   | 0    | 0   | 0   |
| 4     | mmu-miR-706     | 6      | 1      | 0     | 0     | 1559   | 0    | 0    | 0    | 0     | 0    | 0   | 0   |
| 5     | mmu-miR-18a     | 3639   | 2700   | 1083  | 1038  | 1422   | 155  | 127  | 48   | 0     | 0    | 0   | 0   |
| 5     | mmu-miR-106a    | 3585   | 2690   | 1257  | 1233  | 1537   | 139  | 100  | 39   | 0     | 0    | 0   | 0   |
| 5     | mmu-miR-20b     | 3463   | 2550   | 1158  | 1042  | 1519   | 133  | 96   | 39   | 0     | 0    | 0   | 0   |
| 5     | mmu-miR-20a     | 3630   | 2664   | 1012  | 1096  | 1528   | 141  | 98   | 37   | 0     | 0    | 0   | 0   |
| 5     | mmu-miR-19a     | 2974   | 1842   | 565   | 505   | 1375   | 119  | 76   | 25   | 0     | 0    | 0   | 0   |
| 5     | mmu-miR-17      | 3238   | 2140   | 710   | 643   | 1590   | 131  | 83   | 24   | 0     | 0    | 0   | 0   |
| 5     | mmu-miR-19b     | 2906   | 1808   | 583   | 482   | 1369   | 108  | 67   | 23   | 716   | 221  | 132 | 41  |
| 5     | mmu-miR-92a     | 2885   | 1564   | 348   | 321   | 1504   | 128  | 84   | 18   | 0     | 0    | 0   | 0   |
| 5     | mmu-miR-466d-3p | 3735   | 2326   | 231   | 270   | 1780   | 181  | 114  | 14   | 0     | 0    | 0   | 0   |
| 5     | mmu-miR-15b*    | 2682   | 1311   | 202   | 204   | 914    | 71   | 32   | 1    | 0     | 0    | 0   | 0   |
| 5     | mmu-miR-130b    | 5      | 1      | 0     | 0     | 1425   | 0    | 0    | 0    | 0     | 0    | 0   | 0   |
| 5     | mmu-miR-134     | 3      | 0      | 0     | 0     | 1169   | 0    | 0    | 0    | 99    | 0    | 0   | 0   |
| 5     | mmu-miR-138     | 10     | 3      | 2     | 0     | 1301   | 0    | 0    | 0    | 273   | 0    | 0   | 0   |
| 5     | mmu-miR-149     | 5      | 2      | 0     | 0     | 1137   | 0    | 0    | 0    | 182   | 0    | 0   | 0   |
| 5     | mmu-miR-182     | 7      | 2      | 0     | 0     | 1383   | 0    | 0    | 0    | 678   | 0    | 0   | 0   |
| 5     | mmu-miR-214     | 4      | 1      | 0     | 0     | 1466   | 0    | 0    | 0    | 0     | 0    | 0   | 0   |
| 5     | mmu-miR-214*    | 5      | 2      | 0     | 0     | 846    | 0    | 0    | 0    | 0     | 0    | 0   | 0   |
| 5     | mmu-miR-323-3p  | 4      | 0      | 0     | 0     | 1403   | 0    | 0    | 0    | 0     | 0    | 0   | 0   |
| 5     | mmu-miR-370     | 1      | 0      | 0     | 0     | 1279   | 0    | 0    | 0    | 166   | 0    | 0   | 0   |
| 5     | mmu-miR-380-5p  | 2      | 0      | 0     | 0     | 1175   | 0    | 0    | 0    | 0     | 0    | 0   | 0   |
| 5     | mmu-miR-433     | 7      | 3      | 0     | 0     | 1050   | 0    | 0    | 0    | 204   | 0    | 0   | 0   |
| 5     | mmu-miR-483*    | 2      | 0      | 0     | 1     | 913    | 0    | 0    | 0    | 0     | 0    | 0   | 0   |
| 5     | mmu-miR-485*    | 3      | 0      | 0     | 0     | 894    | 0    | 0    | 0    | 0     | 0    | 0   | 0   |
| 5     | mmu-miR-494     | 6      | 3      | 0     | 0     | 1078   | 0    | 0    | 0    | 295   | 0    | 0   | 0   |
| 5     | mmu-miR-495     | 5      | 0      | 0     | 0     | 1314   | 1    | 0    | 0    | 472   | 0    | 0   | 0   |
| 5     | mmu-miR-672     | 13     | 5      | 0     | 0     | 1107   | 0    | 0    | 0    | 0     | 0    | 0   | 0   |
| 5     | mmu-miR-690     | 13     | 4      | 1     | 0     | 1201   | 0    | 0    | 0    | 0     | 0    | 0   | 0   |
| 5     | mmu-miR-696     | 132    | 6      | 0     | 2     | 1128   | 4    | 1    | 0    | 0     | 0    | 0   | 0   |
| 5     | mmu-miR-708     | 5      | 2      | 0     | 0     | 1061   | 0    | 0    | 0    | 76    | 0    | 0   | 0   |
| 5     | mmu-miR-709     | 4      | 2      | 0     | 0     | 1658   | 0    | 0    | 0    | 0     | 0    | 0   | 0   |
| Total |                 | 184033 | 120400 | 69725 | 47532 | 148840 | 7463 | 5036 | 3066 | 10482 | 1315 | 703 | 330 |

# Supplementary material for: MicroRNA Networks in Mouse Lung Organogenesis
**Source:** PLoS One. 2010 May 26;5(5):e10854. doi: 10.1371/journal.pone.0010854
**Supplement:** Table S2 — Correlation analysis and direct target predication results of 117 significant miRNA by miRNA/protein correlations in mouse lung development. (0.12 MB PDF)

## Table 2

A-Neg: Number of Negatively Correlated Targets (Coefficient cutoff<-0.7, -0.8 or -0.9)

B: Number of Computational Targets from miRBase

C: Number of direct miRNA targets through Overlapping of B and A-Neg

| Cluster | miRNA          | A<br>Neg(0.7) | A<br>Neg(0.8) | A<br>Neg(0.9) | B    | C<br>Neg(0.7) | C<br>Neg(0.8) | C<br>Neg(0.9) |
|---------|----------------|---------------|---------------|---------------|------|---------------|---------------|---------------|
| 1       | mmu-miR-126-3p | 613           | 428           | 174           | 1234 | 28            | 12            | 0             |
| 1       | mmu-miR-126-5p | 684           | 442           | 331           | 1103 | 25            | 6             | 5             |
| 1       | mmu-miR-146a   | 691           | 431           | 330           | 1423 | 20            | 10            | 7             |
| 1       | mmu-miR-146b   | 755           | 506           | 332           | 1375 | 26            | 16            | 11            |
| 1       | mmu-miR-150    | 723           | 473           | 335           | 1240 | 13            | 3             | 2             |
| 1       | mmu-miR-155    | 686           | 448           | 323           | 1227 | 33            | 17            | 13            |
| 1       | mmu-miR-191    | 610           | 424           | 318           | 1238 | 24            | 18            | 14            |
| 1       | mmu-miR-195    | 644           | 415           | 322           | 1229 | 20            | 16            | 12            |
| 1       | mmu-miR-222    | 704           | 461           | 330           | 1182 | 26            | 18            | 16            |
| 1       | mmu-miR-223    | 636           | 428           | 324           | 1220 | 20            | 13            | 12            |
| 1       | mmu-miR-24     | 612           | 351           | 69            | 1220 | 15            | 7             | 4             |
| 1       | mmu-miR-24-2*  | 618           | 360           | 142           | 1165 | 8             | 5             | 2             |
| 1       | mmu-miR-29a    | 661           | 373           | 56            | 1576 | 32            | 15            | 0             |
| 1       | mmu-miR-29c    | 531           | 329           | 156           | 1557 | 25            | 18            | 10            |
| 1       | mmu-miR-30a    | 844           | 605           | 115           | 1467 | 35            | 22            | 0             |
| 1       | mmu-miR-30d    | 903           | 617           | 103           | 1432 | 37            | 20            | 0             |
| 1       | mmu-miR-30e    | 861           | 372           | 162           | 1528 | 46            | 5             | 2             |
| 1       | mmu-miR-31     | 904           | 593           | 28            | 1203 | 27            | 18            | 2             |
| 1       | mmu-miR-34b-3p | 647           | 380           | 151           | 1254 | 14            | 6             | 1             |
| 1       | mmu-miR-489    | 707           | 450           | 323           | 1241 | 25            | 18            | 12            |
| 1       | mmu-miR-133a   | 663           | 422           | 327           | 1356 | 18            | 10            | 7             |
| 1       | mmu-miR-140    | 565           | 406           | 319           | 1281 | 21            | 16            | 15            |
| 1       | mmu-miR-142-3p | 605           | 420           | 321           | 1310 | 8             | 8             | 7             |
| 1       | mmu-miR-145    | 654           | 423           | 314           | 1266 | 18            | 9             | 8             |
| 1       | mmu-miR-16     | 633           | 460           | 60            | 1380 | 13            | 13            | 0             |
| 1       | mmu-miR-181a   | 556           | 406           | 316           | 1374 | 19            | 8             | 8             |
| 1       | mmu-miR-21     | 455           | 249           | 36            | 1148 | 19            | 14            | 5             |
| 1       | mmu-miR-26a    | 739           | 469           | 30            | 1287 | 35            | 8             | 2             |
| 1       | mmu-miR-26b    | 307           | 155           | 23            | 1254 | 21            | 9             | 0             |
| 1       | mmu-miR-27a    | 642           | 418           | 30            | 1267 | 15            | 9             | 0             |
| 1       | mmu-miR-30a*   | 540           | 327           | 97            | 1253 | 17            | 11            | 2             |
| 1       | mmu-miR-30b    | 741           | 471           | 30            | 1517 | 32            | 20            | 0             |
| 1       | mmu-miR-30c    | 724           | 510           | 109           | 1510 | 41            | 36            | 8             |
| 1       | mmu-miR-30e*   | 553           | 362           | 100           | 1245 | 13            | 7             | 6             |
| 1       | mmu-miR-328    | 583           | 414           | 318           | 1115 | 13            | 6             | 6             |
| 1       | mmu-miR-34c*   | 536           | 329           | 135           | 983  | 24            | 14            | 2             |
| 1       | mmu-miR-365    | 636           | 414           | 321           | 1385 | 12            | 6             | 5             |
| 1       | mmu-miR-451    | 606           | 412           | 322           | 1278 | 25            | 14            | 14            |
| 1       | mmu-miR-484    | 574           | 399           | 322           | 1199 | 16            | 14            | 14            |
| 1       | mmu-miR-486    | 675           | 448           | 337           | 1436 | 19            | 10            | 9             |
| 1       | mmu-miR-667    | 548           | 404           | 315           | 1283 | 12            | 12            | 11            |
| 1       | mmu-let-7b     | 1043          | 409           | 127           | 1459 | 38            | 16            | 5             |
| 2       | mmu-let-7c     | 137           | 69            | 34            | 1459 | 5             | 4             | 2             |
| 2       | mmu-let-7d     | 121           | 67            | 13            | 1377 | 3             | 2             | 0             |
| 2       | mmu-let-7e     | 126           | 68            | 1             | 1310 | 3             | 2             | 0             |
| 2       | mmu-let-7g     | 137           | 74            | 24            | 1406 | 5             | 5             | 3             |

|       |                 |       |       |       |        |      |      |     |
|-------|-----------------|-------|-------|-------|--------|------|------|-----|
| 5     | mmu-miR-214     | 438   | 374   | 298   | 1466   | 21   | 14   | 10  |
| 5     | mmu-miR-214*    | 460   | 381   | 302   | 846    | 4    | 4    | 3   |
| 5     | mmu-miR-323-3p  | 420   | 355   | 11    | 1403   | 15   | 14   | 0   |
| 5     | mmu-miR-370     | 442   | 355   | 4     | 1279   | 18   | 14   | 3   |
| 5     | mmu-miR-380-5p  | 459   | 368   | 301   | 1175   | 19   | 16   | 7   |
| 5     | mmu-miR-433     | 464   | 352   | 304   | 1050   | 4    | 3    | 3   |
| 5     | mmu-miR-466d-3p | 332   | 200   | 53    | 1780   | 20   | 9    | 9   |
| 5     | mmu-miR-483*    | 541   | 68    | 18    | 913    | 9    | 1    | 1   |
| 5     | mmu-miR-485*    | 417   | 345   | 16    | 894    | 7    | 7    | 0   |
| 5     | mmu-miR-494     | 474   | 378   | 307   | 1078   | 12   | 9    | 9   |
| 5     | mmu-miR-495     | 429   | 357   | 2     | 1314   | 11   | 11   | 0   |
| 5     | mmu-miR-672     | 458   | 365   | 299   | 1107   | 14   | 14   | 3   |
| 5     | mmu-miR-690     | 476   | 372   | 309   | 1201   | 15   | 13   | 13  |
| 5     | mmu-miR-696     | 223   | 143   | 49    | 1128   | 16   | 9    | 5   |
| 5     | mmu-miR-708     | 439   | 353   | 301   | 1061   | 11   | 9    | 9   |
| 5     | mmu-miR-709     | 465   | 368   | 306   | 1658   | 19   | 13   | 13  |
| 5     | mmu-miR-92a     | 579   | 347   | 119   | 1504   | 28   | 22   | 3   |
| Total |                 | 61743 | 41774 | 22897 | 148840 | 2104 | 1345 | 755 |

# Supplementary material for: MicroRNA Networks in Mouse Lung Organogenesis
**Source:** PLoS One. 2010 May 26;5(5):e10854. doi: 10.1371/journal.pone.0010854
**Supplement:** Table S3 — A list of 30 miRNAs having direct targets identified by miRNA/mRNA correlation, with their respective corresponding top 10 GO biological process terms, all pathways and pathway-related target gene names. (0.04 MB PDF)

**Table 3**

How the deposited data were processed for this re-analysis (not part of the article)

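The log2 values of the 14 arrays were used as deposited. The paper's methods name Partek Genomics Suite 6.4 with Robust Multichip Average, and the deposited processing notes name Partek 6.4 with GCRMA; no version of GCRMA is given. The 64 Affymetrix control probe sets were left out. Gene names came from the platform annotation and were looked up by Entrez identifier in a gene table, which renamed 0 of 34741. Probe sets with several symbols or none stayed in the counts of probe sets and were left out of counts of genes. Mouse assembly GRCm38.p6 served for names only.

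Analyses were run in R 4.3.3 with limma 3.58.1. One linear model with a mean for each of the 7 time points was fitted to all 45037 probe sets, with moderated statistics (residual df 7, prior df 6.04) and Benjamini-Hochberg adjusted p over all probe sets. Dynamic probe sets had an adjusted p under 0.05 in the moderated F test, a highest time-point mean (Max) above 7 and a difference between highest and lowest time-point mean (Range) above 1.2. The 7 contrasts, Adult minus E12 and each time point minus the one before it, were called at an adjusted p under 0.05, a difference above 1.2 and a higher mean above 7. In place of EDGE, a natural spline with 3 degrees of freedom over the order of the time points (splines 4.3.3) was tested in limma with the same Max and Range. Patterns were falling (Pearson r of -0.8 or lower with the order of the time points), rising (0.8 or higher), E18 peak (highest mean at E18 among the rest) and other. Clusters came from hierarchical clustering of time-point means with 1 minus Pearson r, average linkage and 6 groups. Principal components and Euclidean distances were taken over all 45037 probe sets.

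A gene was represented by the probe set with the highest mean over the 14 arrays. Genes named in the text are the 10 largest rises and 10 largest falls of Adult against E12, E18 against E16 and P2 against E18 (clones and predicted genes skipped), every gene that the paper names in its text or in the pathways of Table S3, and members of the gene lists, given as examples with the largest change or as members that did not pass. The genes of Table S3 were chosen in the paper from the same values, which counts as having seen them. This gave 685 named genes.

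The 39 gene lists were cell cycle and mitosis, DNA replication, DNA repair, mRNA processing and splicing, translation and ribosome, immune response and leukocytes, angiogenesis and endothelium, cell adhesion and integrins, oxidation reduction and xenobiotic metabolism, smooth muscle contraction, G protein signaling, TGF-beta and BMP signaling, Wnt signaling, lung branching and patterning, surfactant and alveolar type II cells, alveolar type I cells, club cells, ciliated cells, elastic fibre and matrix, sterol synthesis, glycolysis and hypoxia, interferon response, circadian clock output, immediate early and heat shock, imprinted growth genes, miRNA processing, red blood cells, heart muscle, skeletal muscle, liver, thymus, nerve and glia, cartilage, mesothelium, sex-linked genes, host genes of dynamic miRNAs, the Table S3 targets of the miR-17 family cluster and miR-106a, the cell cycle and DNA replication targets of Cluster 1 miRNAs of Table S3, and the genes named in the paper's text. They were tested with camera of limma at a correlation between genes of 0.01 and again with an estimated correlation, adjusted over the lists of a contrast. Measured members were counted as higher or lower at an adjusted p under 0.05 over all probe sets, and again with p adjusted over the list alone. Membership of patterns was tested with Fisher's exact test against the 11663 measured genes, adjusted over the lists of a pattern.

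As a check, known differences were added to values of probe sets. Of 100 probe sets with an added log2 change of 1.5 between E12 and Adult, 96 were found dynamic with the right pattern, 99 passed the spline and 99 were called in Adult against E12, with a median estimate of 1.48. Of 100 with an added change of 3, 100 were found, with a median estimate of 3.01. Of 44837 probe sets without an added change, 0 were dynamic and 1 was called. Since 9464 were dynamic in the data, the values used in this check did not hold the real differences between time points.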

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

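The tests of explanations in the first 3 paragraphs were chosen after the results were seen, and the gene list tests in the last paragraph were not. Tests of membership among genes that peak at E18 are not among those named as fixed before the data were examined. This holds for the smooth muscle and G protein lists too.

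Xist, the RNA that silences an X chromosome, fell by 5.01 from E18 to P2 (SE 0.24, adjusted p = 3.93e-08, n = 2 arrays per time point), and the Y-linked gene Eif2s3y differed by -5.18 between Adult and P10, although the samples are labelled female. With quantile normalization the Eif2s3y difference was -5.24, so array scaling is excluded. At P2, P10 and Adult the Eif2s3y replicates lay within 0.75, so there an effect of stage and pools of different sex cannot be told apart by this gene, while at E16 the replicates differed by 4.01. Genes transcribed from both X chromosomes (Kdm6a, Kdm5c, Ddx3x and Eif2s3x) were lower at P2 and P10 than in E18 and Adult by a median of -0.34, which is consistent with pools of different sex, but Kdm5c was at 8.47 and 8.55 at P2 and P10 and at 8.57 in Adult, so for that gene the difference came from E18. Pools mainly male at P2 and P10, female in Adult and in E16 replicate 2, and mixed elsewhere would fit the values, and Xist and Y-linked genes are therefore not read as developmental changes here.

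Heart muscle genes were higher in E16 replicate 1 than in replicate 2, by a median of 2.41 over the list and in 10 of 10 members, against at most 0.36 at the other time points. The E18 mean lay below E16 replicate 1 by a median of -1.24, in 8 of 10 members, so a later age does not account for the heart genes, but a slightly later age of that pool remains open: 664 of 901 genes that change by over 2 from E14 to E18 were nearer E18 in replicate 1 (median 4% of the change), and Scgb1a1 was at 11.77 against 8.90. With quantile normalization the replicates still differed by 2.40, so array scaling is excluded. Heart muscle RNA in that pool is consistent with 12 heart muscle genes outside the list, chosen after the pattern was seen, which were higher in replicate 1 in 12 of 12, by a median of 2.35 (Pln by 3.45, Smpx by 0.59), against at most 0.22 at the other time points. The skeletal muscle list, of which 1 of 9 genes is measured, differed by a median of -0.01. Ckm, a creatine kinase also of heart muscle, differed by 2.59, but Myog by -0.12. The thymus list, of which 1 of 6 genes is measured, differed by a median of 0.26 over the 6 genes. Rag1 differed by 2.57 and Ptcra by 0.70, but Rag2 by 0.35, Cd8b1 by 0.18, Dntt by -0.01 and Cd1d1 by -0.11. The largest gaps at another time point were 0.25, 0.12, 0.24, 0.27, 0.26 and 0.17 in the same order. Some T cell genes were picked out after their values were seen. Among them Trbv1 differed by 3.93, Cd3g by 2.19, Cd3d by 1.70 and Cd3e by 0.05. Other tissue in that pool was therefore not settled.

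Scgb1a1, the secretoglobin of club cells, was higher at E12 (9.59 and 8.10 in the replicates) than at E14 (4.21 and 4.19), a difference of -4.65 for E14 against E12. RNA of P2, P10 or Adult lungs in the E12 pools cannot be told apart from another cause. A share of 1.39% Adult RNA would raise 9 other abundant genes of the adult lung by at least 0.98. Their highest difference (E12 minus E14) was 0.66. But that share rests on Scgb1a1 at 14.99 in Adult, the highest value on any array, where the probe set may be saturated. The bound on the highest difference had replaced, after the values were seen, one on the median (0.09). With RNA of E18, P2, P10 or Adult 0 of the 9 genes reached the rise computed in this way. Scgb1a1 was near the top of the arrays at P2 and P10 too (14.60 to 14.66), but at 13.95 and 13.96 at E18. A share of 2.78% E18 RNA would be needed, and the 9 genes fell short of its rise by at least 1.2. These values argue against RNA of E18 lungs as the source. Other club cell genes did not rise with Scgb1a1, but they cannot decide whether some club cells were present at E12 and absent at E14. A small number of such cells need not raise genes that are low at both ages. Cyp2f2, a club cell gene, was at 5.07 at E12 and 5.23 at E14. For E12 minus E14, 7 other club cell genes differed by a median of -0.29 (from -2.82 to 0.04).

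From E18 to P2 the glycolysis and hypoxia list was 0 higher and 12 lower of 13 (0 and 12 adjusted over the list alone), median -1.01, camera adjusted p = 1.31e-11, and adjusted p = 0.0406 with an estimated correlation. Imprinted growth genes over this step were 1 higher and 10 lower of 12 (1 and 10 adjusted over the list alone), median -1.07, camera adjusted p = 3.99e-07, and adjusted p = 0.0426 with an estimated correlation. Of 7 ciliated cell genes 5 peaked at E18 (Fisher's exact test, adjusted p = 0.000112). Of 13 glycolysis and hypoxia genes 4 peaked at E18 (adjusted p = 0.0349).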

How the results depend on the processing

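No test in this part was chosen after its result was seen, except the settings named as added. Of the values for counts and shares, 1164 of 1250 stayed within 1.5-fold of the main value under the alternatives and 86 moved by more than 1.5-fold. Of the gene list tests 2696 of 2805 kept their call, 20 became stronger and 89 weaker. Of the named gene tests 4849 of 4965 kept their call, 27 became stronger and 89 weaker; the cause was not tested. No difference that passed turned its direction, while some that did not pass changed sign with 1 array left out. With a replicate block, 9463 probe sets were dynamic, and replicate differences of the same number correlated between -0.27 and 0.12 over 21 pairs of time points. With values below 5 set to 5, 9414 of the 9464 dynamic probe sets remained, with quantile normalization 9049 and with median centring 9282. Array signal includes background, so low differences are compressed and genes near the lower end are missed.

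With a Range or difference above 2 the counts fall by construction: 4104 dynamic, 4000 by the spline and 4000 by both, 1422 falling, 1740 rising, 415 peaking at E18, clusters of 2331 and 1712, and contrasts of 3217 (Adult against E12), 15 (E14), 119 (E16), 727 (E18), 103 (P2), 26 (P10) and 333 (Adult against P10). Without the Range threshold they grow by construction: 21420 dynamic, 19173 by the spline, 18941 by both, 7892 falling, 5106 rising, 2598 peaking at E18, and contrasts of 18600, 1019, 5632, 13288, 5015, 2311 and 8624 in the same order; clustering was not run there. With r of 0.9, 2031 probe sets were rising, and with Ward linkage the second cluster held 2597. With the mean over a gene's probe sets the G protein list had a camera adjusted p = 0.104 (Adult against E12) and 0.19 (E18 against E16), and smooth muscle 0.0482 (E18 against E16). G protein signaling in E18 against E16 had 0.0531 without shared probe sets. With an estimated correlation 0, 0 and 3 lists passed in Adult against E12, E18 against E16 and P2 against E18. In Adult against E12 it gave adjusted p = 0.158 for cell cycle, 0.161 for DNA replication, 0.0626 for DNA repair, 0.122 for mRNA processing, 0.0626 for translation, 0.0945 for the immune list, 0.0626 for angiogenesis, 0.101 for adhesion, 0.158 for oxidation reduction and 0.257 for G protein signaling. It gave 0.351 for G protein signaling in E18 against E16 and 0.352 for smooth muscle in P2 against E18. Leaving out 1 array, dynamic counts ran from 9438 to 9601, E14 against E12 from 40 to 120, G protein signaling in E18 against E16 from 0.0253 to 0.0587 and smooth muscle there from 0.0232 to 0.101 (under 0.05 without either Adult replicate). With the sex-linked probe sets left out, a setting added later, 9456 of the dynamic probe sets remained.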

Differences from the paper's values

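The comparisons in this part were made after the results were seen; the alternatives they use were chosen before the data were examined unless named as added.

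The paper gives 6% of the dynamic probe sets as peaking at E18, and 9.9% did so here. Over 27 alternatives the share ran from 7% to 12.3%, and it came within 1.5-fold of the paper's share in 2 of them, median centring and a cut-off of 0.7 for r. The share with E18 as the highest time point depends on how falling and rising genes are separated first, and the paper took its groups from the dendrogram.

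The paper counts 11220 dynamic probe sets, and 9464 were found here with Max and Range taken from time-point means. In a search of 18 combinations of the methods' test, the adjustment, the controls and the way Max and Range are taken, made after the paper's count was known, 3 came within 10 probe sets and 1 gave 11220, with Max and Range from single arrays, the Benjamini-Hochberg adjustment and the controls included, and this set holds 9406 of the 9464. In that added setting 4695 probe sets (41.8%) were falling, 3513 rising and 1125 (10%) highest at E18. With Max and Range from single arrays, also added, the spline found 10891 probe sets, and 10887 were shared with the 11376 that the moderated F test found with these thresholds, or 95.7% of them.

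The paper finds smooth muscle contraction and G protein signalling enriched among genes that peak at E18 and, with TGF-beta and Wnt signalling, among genes highest in the adult. With the lists used here, 0 of 15 smooth muscle genes peaked at E18, and 7 of 29 G protein genes were rising. The measures also differ: the paper ranked pathways by their number of genes, and Fisher's exact test here compared each list with all measured genes. The pathway sets of the paper's tool were not available, and the cause of the difference was not tested.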

Other observations

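No test in this part was chosen after its result was seen. Scgb3a1, a secretoglobin of club cells, rose by 6.54 (SE 0.21, adjusted p = 1.27e-11) from E12 to Adult (n = 2 arrays per time point). Dynlrb2, a dynein light chain of motile cilia, rose by 5.64 (SE 0.16, adjusted p = 3.82e-12). Col4a3, a basement membrane collagen, rose by 4.58 (SE 0.17, adjusted p = 3.94e-11), and Fbln5, which assembles elastic fibres, rose by 3.24 (SE 0.12, adjusted p = 4.9e-11). Of the branching genes Mycn, a transcription factor of distal epithelial progenitors, fell by 3.03 (SE 0.18, adjusted p = 3.87e-09), and Gli1, a target of hedgehog signalling, fell by 3.00 (SE 0.12, adjusted p = 9.15e-11), while Nkx2-1, the lung epithelial transcription factor, did not pass (difference 0.28, adjusted p = 0.253). Dlk1, an imprinted growth regulator, fell by 4.58 (SE 0.16, adjusted p = 5.97e-09) from E18 to P2. Ccl6, a chemokine of macrophages, rose by 3.52 (SE 0.16, adjusted p = 3.2e-08) over this step.

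In Adult against E12, club cell genes were 8 higher and 0 lower of 8 (8 and 0 adjusted over the list alone), median 6.97, camera adjusted p = 0.000473, and adjusted p = 0.176 with an estimated correlation. Ciliated cell genes were 6 higher and 0 lower of 7 (6 and 0 adjusted over the list alone), median 2.48, camera adjusted p = 0.0049, and adjusted p = 0.239 with an estimated correlation. Elastic fibre and matrix genes were 14 higher and 4 lower of 22 (14 and 4 adjusted over the list alone), median 1.27, camera adjusted p = 0.0171, and adjusted p = 0.349 with an estimated correlation. Branching and patterning genes were 5 higher and 17 lower of 27 (5 and 17 adjusted over the list alone), median -0.66, camera adjusted p = 0.0202, and adjusted p = 0.349 with an estimated correlation. Ciliated cell genes from E18 to P2 were 1 higher and 6 lower of 7 (1 and 6 adjusted over the list alone), median -0.61, camera adjusted p = 0.0913, and adjusted p = 0.534 with an estimated correlation. Type II cell markers from E18 to P2 were 0 higher and 8 lower of 15 (1 and 8 adjusted over the list alone), median -0.42, camera adjusted p = 0.0248, and adjusted p = 0.534 with an estimated correlation. From E16 to E18 they were 13 higher and 0 lower of 15 (14 and 0 adjusted over the list alone), median 2.08, camera adjusted p = 1.26e-06, and adjusted p = 0.173 with an estimated correlation, and type I markers 10 higher and 1 lower of 11 (10 and 1 adjusted over the list alone), median 2.12, camera adjusted p = 0.000113, and adjusted p = 0.146 with an estimated correlation.

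From E18 to P2 the cell cycle list was 20 higher and 2 lower of 43 (23 and 2 adjusted over the list alone), median 0.35, camera adjusted p = 2.37e-07, and adjusted p = 0.41 with an estimated correlation. DNA replication over this step was 24 higher and 0 lower of 42 (28 and 0 adjusted over the list alone), median 0.52, camera adjusted p = 1.58e-10, and adjusted p = 0.352 with an estimated correlation. The immune list from E18 to P2 was 26 higher and 0 lower of 40 (29 and 1 adjusted over the list alone), median 0.74, camera adjusted p = 5.44e-11, and adjusted p = 0.132 with an estimated correlation. Hk2, a hexokinase, fell by 2.34 (SE 0.11, adjusted p = 3.7e-08) and Slc2a1, a glucose transporter, fell by 2.13 (SE 0.15, adjusted p = 9.22e-07) over this step, while Vegfa did not pass (difference -0.06, adjusted p = 0.839). In Adult against E12 the glycolysis and hypoxia list was 4 higher and 9 lower of 13 (4 and 9 adjusted over the list alone), median -1.36, camera adjusted p = 0.0963, and adjusted p = 0.349 with an estimated correlation. Imprinted growth genes between these ages were 0 higher and 12 lower of 12 (0 and 12 adjusted over the list alone), median -3.40, camera adjusted p = 7.89e-06, and adjusted p = 0.0626 with an estimated correlation.

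Dbp, an output gene of the clock, rose by 3.82 (SE 0.17, adjusted p = 2.08e-10) from E12 to Adult, while Arntl, a core clock gene, fell by 0.60 (SE 0.12, adjusted p = 0.000585). Dusp1, an immediate early phosphatase, rose by 4.18 (SE 0.17, adjusted p = 9.32e-11), and Ifit1, an interferon-induced gene, rose by 4.20 (SE 0.17, adjusted p = 1.1e-10). Circadian clock output was 8 higher and 2 lower of 10 (8 and 2 adjusted over the list alone), median 2.38, camera adjusted p = 0.00923, and adjusted p = 0.208 with an estimated correlation. Immediate early and heat shock genes were 10 higher and 0 lower of 10 (10 and 0 adjusted over the list alone), median 2.07, camera adjusted p = 0.000995, and adjusted p = 0.176 with an estimated correlation. The paper does not state the hour of collection or the time taken for dissection. Effects of these on the clock and immediate early lists were not tested, so neither list is read as a developmental change. The interferon list was 6 higher and 0 lower of 6 (6 and 0 adjusted over the list alone), median 3.13, camera adjusted p = 0.00473, and adjusted p = 0.119 with an estimated correlation. From E16 to E18 the interferon list was 6 higher and 0 lower of 6 (6 and 0 adjusted over the list alone), median 2.18, camera adjusted p = 0.00339, and adjusted p = 0.139 with an estimated correlation. Sterol synthesis in Adult against E12 was 2 higher and 8 lower of 10 (2 and 8 adjusted over the list alone), median -0.77, camera adjusted p = 0.0963, and adjusted p = 0.477 with an estimated correlation.

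Xpo5, which exports microRNA precursors from the nucleus, fell by 1.47 (SE 0.09, adjusted p = 5.56e-09) from E12 to Adult, and Ago4, an Argonaute, rose by 2.00 (SE 0.16, adjusted p = 6.55e-08). Egfl7, the host gene of miR-126, rose by 2.06 (SE 0.1, adjusted p = 7.43e-10), and Mest, the host gene of miR-335, fell by 3.63 (SE 0.15, adjusted p = 1.43e-10). MicroRNA processing genes were 2 higher and 7 lower of 10 (2 and 7 adjusted over the list alone), median -0.74, camera adjusted p = 0.197, and adjusted p = 0.492 with an estimated correlation. Host genes were 5 higher and 7 lower of 13 (5 and 7 adjusted over the list alone), median -0.56, camera adjusted p = 0.42, and adjusted p = 0.492 with an estimated correlation. From E18 to P2 the host genes were 1 higher and 8 lower of 13 (1 and 8 adjusted over the list alone), median -0.51, camera adjusted p = 0.00441, and adjusted p = 0.12 with an estimated correlation. Genes named in the text of the paper were 6 higher and 7 lower of 14 (6 and 7 adjusted over the list alone), median -0.28, camera adjusted p = 0.794, and adjusted p = 0.855 with an estimated correlation in Adult against E12. Rbl2, a pocket protein, rose by 1.44 (SE 0.085, adjusted p = 4.01e-09), Stat3 rose by 2.57 (SE 0.12, adjusted p = 3.9e-10) and E2f3 fell by 2.26 (SE 0.12, adjusted p = 1.49e-09), while Mapk14 did not pass (difference 0.10, adjusted p = 0.377). The Table S3 targets of the miR-17 family cluster from E16 to E18 were 10 higher and 0 lower of 12 (10 and 0 adjusted over the list alone), median 0.66, camera adjusted p = 0.00278, and adjusted p = 0.139 with an estimated correlation.

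Lists of neighbouring tissues in Adult against E12 follow. Red blood cell genes were 1 higher and 4 lower of 5 (1 and 4 adjusted over the list alone), median -5.42, camera adjusted p = 0.108, and adjusted p = 0.417 with an estimated correlation. Heart muscle genes, which differ between the E16 replicates, were 8 higher and 0 lower of 10 (8 and 0 adjusted over the list alone), median 2.75, camera adjusted p = 0.0396, and adjusted p = 0.541 with an estimated correlation. Without E12 replicate 1 the camera adjusted p of the heart muscle list in Adult against E12 was 0.062, without Adult replicate 1 it was 0.0525, with quantile normalization 0.0639, and without E16 replicate 2 0.00234. Cartilage genes were 0 higher and 4 lower of 4 (0 and 4 adjusted over the list alone), median -2.01, camera adjusted p = 0.0402, and adjusted p = 0.158 with an estimated correlation. Mesothelium genes were 4 higher and 1 lower of 6 (4 and 1 adjusted over the list alone), median 0.71, camera adjusted p = 0.176, and adjusted p = 0.387 with an estimated correlation. Nerve and glia genes were 2 higher and 1 lower of 3 (2 and 1 adjusted over the list alone), median 0.48, camera adjusted p = 0.616, and adjusted p = 0.72 with an estimated correlation. Skeletal muscle genes were 1 higher and 0 lower of 1 (1 and 0 adjusted over the list alone), median 1.72, camera adjusted p = 0.616, and adjusted p = 0.656 with an estimated correlation. Liver genes were 0 higher and 0 lower of 1 (0 and 0 adjusted over the list alone), median 0.23, camera adjusted p = 0.771, and adjusted p = 0.78 with an estimated correlation. Thymus genes were 0 higher and 1 lower of 1 (0 and 1 adjusted over the list alone), median -0.65, camera adjusted p = 0.42, and adjusted p = 0.492 with an estimated correlation. Sex-linked genes, not read as developmental changes here, were 0 higher and 3 lower of 4 (0 and 3 adjusted over the list alone), median -2.90, camera adjusted p = 0.385, and adjusted p = 0.492 with an estimated correlation. Of 5154 measured genes with several probe sets, 224 had probe sets that changed in both directions.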
